# IL-6 promotes drug resistance through formation of polyploid giant cancer cells and stromal fibroblast reprogramming

**DOI:** 10.1038/s41389-021-00349-4

**Published:** 2021-09-29

**Authors:** Na Niu, Jun Yao, Robert C. Bast, Anil K. Sood, Jinsong Liu

**Keywords:** Cancer microenvironment, Tumour immunology

## Abstract

To understand the role of polyploid giant cancer cells (PGCCs) in drug resistance and disease relapse, we examined the mRNA expression profile of PGCCs following treatment with paclitaxel in ovarian cancer cells. An acute activation of IL-6 dominated senescence-associated secretory phenotype lasted 2–3 weeks and declined during the termination phase of polyploidy. IL-6 activates embryonic stemness during the initiation of PGCCs and can reprogram normal fibroblasts into cancer-associated fibroblasts (CAFs) via increased collagen synthesis, activation of VEGF expression, and enrichment of CAFs and the GPR77 + /CD10 + fibroblast subpopulation. Blocking the IL-6 feedback loop with tocilizumab or apigenin prevented PGCC formation, attenuated embryonic stemness and the CAF phenotype, and inhibited tumor growth in a patient-derived xenograft high-grade serous ovarian carcinoma model. Thus, IL-6 derived by PGCCs is capable of reprogramming both cancer and stromal cells and contributes to the evolution and remodeling of cancer. Targeting IL-6 in PGCCs may represent a novel approach to combating drug resistance.

## Introduction

Most deaths from ovarian cancer occur as a result of treatment resistance and relapse following chemotherapy [1–3]. Polyploid giant cancer cells (PGCCs), which can be either mononucleated or multinucleated with variable atypical nuclear morphology, are commonly observed in high-grade serous ovarian carcinoma (HGSC), particularly the following chemotherapy. Remarkably, little attention has been paid to these cells in the cancer research community because they were traditionally thought to be nonviable owing to their senescent nature and inability to execute mitosis [4].

In contrast to this widely held belief, we and others have recently provided evidence that PGCCs are indeed viable and can grow progressively by amitotic budding, splitting, and bursts of proliferation from mononucleated or multinucleated giant cells [5–12]. PGCCs formed in response to therapeutic stress can acquire embryonic stemness and generate new drug-resistant daughter cells [6, 7]. Moreover, single PGCCs are capable of initiating metastasis or tumor growth in immunosuppressed nu/nu mice [11–13]. Thus, PGCCs can activate embryonic program for dedifferentiation [6, 14] and represent a default cellular and developmental mechanism that occurs in response to therapy stress to initiate reprogramming for drug-resistant cells [4, 15–17].

Tumor microenvironment and inflammation is thought to be critical for cancer initiation, development, and progression and acquisition of drug resistance [18–21]. Inflammatory molecules such as IL-6, IL-8, IL-1β, and TNF-α have been shown to contribute to senescence and cancer initiation and progression in multiple cancers including breast and colorectal cancers [22, 23], and IL-6 is a therapeutic target in ovarian cancer [24, 25]. Stress-induced IL-6- and IL-8-activated fibroblasts provide fertile soil for tumor seeds to progress and evolve [26]. After chemotherapy, PGCCs are abundantly increased in radiation or post-chemotherapy or treated cells and cancer tissues [5–9], although the underlying mechanisms for how PGCCs communicate with the microenvironment remain unclear.

We have previously shown that the formation of PGCCs can facilitate the drug resistance following the treatment of paclitaxel [6, 7]. In the current report, we examined the mRNA expression profile in the initiation stage of PGCC formation and studied the mechanisms involved in embryonic stemness activation and the paracrine signals that mediate communication with the stromal fibroblasts.

## Materials and Methods

### Cell lines and treatment

Two human ovarian cancer cell lines, Hey and SKOV3; and patient-derived xenograft (PDX) cell line (MDACC-HGSC-1, derived from human HGSC) were cultured in a corresponding medium as described previously [6, 7]. The origin and purity of all cell lines were verified with short tandem repeat (STR) analysis before their use in MD Anderson’s Characterized Cell Line Core (https://www.mdanderson.org/education-and-research/resources-for-professionals/scientific-resources/core-facilities-and-services/characterized-cell-line-core-facility/index.html).

Paclitaxel (500 nM, Sigma), recombinant human IL-6 protein (R&D Systems, Minneapolis, MN, USA), IL-6R alpha antibody (R&D Systems, for in vitro use only), IL-6R alpha antibody (tocilizumab, for in vivo use in PDX models; Genentech, San Francisco, CA, USA), and apigenin (Sigma) were used in test groups as described in detail below.

### Apoptosis and senescence analysis

To detect the apoptosis and senescence of PGCCs at recovery day 7, Annexin V: FITC Apoptosis Detection kit II (BD), and β-Gal staining were performed as described previously [7].

### Cell labeling and spheroid formation

To visualize the morphology of nuclei, Hey and SKOV3 cells were labeled with pBabe-H2B-GFP as described previously [7]. At recovery day 7, PGCCs from testing groups were dissociated with trypsin (Sigma), then 5000 PGCCs were cultured in 3 ml human iPS cell medium for another 7 days with low-attachment dishes as reference [6]. The number of spheroids with diameter > =200 µm were calculated in test groups as described [27].

### RNA sequencing and gene ontology analysis

Total RNA was extracted from PGCCs treated with paclitaxel only (at recovery day 3) and budded daughter cells of Hey and SKOV3 as described previously [6]. Library construction and deep sequencing analysis (50 M reads/sample, DNB-Seq 150PE) were performed in the MD Anderson Science Park Next-Generation Sequencing Facility on an Illumina HiSeq 1000 sequencing system (Illumina Inc., San Diego, CA, USA). Clean fastq files were mapped to the human transcriptome (hg38) using salmon v0.14.1 to generate counts and TPM for each transcript. The summed mapped counts for all samples ranged from 29.6 to 30.6 million reads. All RNA-seq data is publicly accessible in Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178745)

### Verification with quantitative RT-PCR

To verify the results of RNA sequence, total RNA from the control, PGCC (at recovery day 3), and daughter cells were extracted from tested cell lines as reported previously [7]; Primers were designed according to reference [28] and listed in Table S1 [29].

### ELISA

Supernatants of Hey cell cultures without FBS were collected at different intervals (0–30 recovery days) following treatment with paclitaxel and evaluated using a human Duoset® ELISA kit for IL-1β, IL-6, IL-8, Gro-α, tumor necrosis factor (TNF)-α, granulocyte-macrophage colony-stimulating factor (GM-CSF; R&D Systems), respectively, according to the manufacturers’ protocols.

### Inhibition of proinflammation, propidium iodide staining, and flow cytometry

Inhibitors of inflammation–IL-6R antibody (0–5 μg/ml, R&D Systems) and apigenin (0-20 μM, Sigma) were incubated with Hey cells individually and in combination with and without paclitaxel (500 nM) overnight, and paclitaxel was removed, and cells were cultured in regular medium for another 24–48 h. On recovery day 3, supernatant and cells were collected respectively. DNA content (≥4 C are defined as PGCCs) was analyzed as previously described [6]. Secretion levels of IL-1β, IL-6, IL-8, Gro-α, TNF-α, and GM-CSF (also known as CSF2, colony-stimulating factor 2) in the test supernatant (within 24 h) were detected with the ELISA kit as described above.

### Immunofluorescence and confocal scanning

To study the expressions of proteins OCT4, NANOG, and SOX2 in PGCCs, and the expression and distribution of collagen I and alpha-smooth muscle actin (α-SMA) in fibroblasts, immunofluorescence and confocal scanning were performed as previously described [7]. Primary antibodies are listed in Table S2.

### Western blotting

Western blot analyses to detect the embryonic markers in cancer cells and expression levels of VEGF, IL-6R, p-STAT3, and STAT3 in fibroblasts were carried out at different time points as described previously [6]. Details of the primary antibodies are listed in Table S2.

### Primary culture of fibroblasts and coculture of PGCCs and fibroblasts

Fibroblasts were isolated from normal human fallopian tubes and cultured as described previously [12]. PGCCs (recovery day 7, marked as PGCCs Sup) or corresponding test cells (regular cancer cells, named as group of Reg-sup) were grown in the inserts (pore size 0.4 µm; BD Falcon, Bedford, MA, USA), together with the primary fibroblasts for 72 h in the medium of tested groups. Then the supernatant, total RNA, and protein of fibroblasts were collected, respectively for downstream experiments [29]. A subpopulation of GPR77 + /CD10 + fibroblasts was quantified with flow cytometry using direct antibodies as described previously [30].

### Blockage of IL-6 function in PDX models

56 SCID male mice (3-week-old) bearing MDACC-HGSC-1 or Hey ovarian cancer xenografts were treated intraperitoneally with PBS (500 µl, containing 10% Cremophor EL as control, Sigma), paclitaxel (6 µg/g in 500 µl), IL-6R antibody (tocilizumab, 50 µg/g in 500 µl), apigenin (25 µg/g in 500 µl), paclitaxel + IL-6R antibody, paclitaxel + apigenin, or paclitaxel + IL-6R antibody + apigenin twice a week for 8 weeks. Tumor sizes were recorded weekly. After 8 weeks of treatment, the mice were sacrificed, and the tumors were collected for H&E staining and immunohistochemistry (IHC) for Collagen I and CD31 as reported previously [23].

### Analysis of human high-grade serous carcinoma tissue

Thirty-eight paired (pre- and postneoadjuvant chemotherapy treatment with carboplatin and paclitaxel) HGSC samples were randomly selected from the MD Anderson ovarian tumor registry. The prechemotherapy samples were used as the control group. H&E staining and IHC for collagen I and CD31 were performed on all 38 cases to observe histologic features and analyze the proportion of PGCCs as described previously [6].

### Statistical analysis

All results of bar graphs were represented as the mean ± SD obtained from at least three independent experiments. Statistical differences were evaluated using the Student’s *t* test, one-way analysis of variance, or *χ*^2^ analysis as appropriate with SPSS 13.0 (SPSS Inc, Chicago, IL, USA). P ≤ 0.05 was considered statistically significant.

## Results

### Initiation of PGCCs is associated with activation of a cytokine storm

To elucidate potential mechanism(s) of PGCC initiation, we performed mRNA expression analysis via RNA-seq. 

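RNA from parental cells, PGCCs and daughter cells of Hey and SKOV3, which are established human ovarian cancer cell lines, was sequenced as 1 library per condition. No condition has replicates, so the values carry no error, and the second cell line is the only repeat of each comparison. PGCCs were induced with 500 nM paclitaxel, a drug that stabilizes microtubules and blocks mitosis. The paper gives recovery day 3 for the PGCC libraries, which is used here. The treatment labels of both PGCC libraries give 3 days as well, while the title of the SKOV3 library gives day 7. For the daughter cells the labels give 30 days of recovery. The authors quantified the reads on the human transcriptome (hg38) with salmon v0.14.1 and deposited transcripts per 1000000 (TPM), a measure of abundance scaled within each library, for 59008 gene symbols. Of these, 27534 genes were listed at 0 in all 6 libraries, and the columns summed to between 911825 and 920497 TPM. The paper's methods give the range of total mapped counts over all samples, but TPM values carry no read counts, so no counting error is given. Between 19920 genes (Hey parental cells) and 25370 genes (Hey PGCCs) had a TPM above 0. Mitochondrial genes took 2.64% of the TPM in Hey parental cells, 12.3% in Hey PGCCs and 7.6% in Hey daughter cells. In SKOV3 the shares were 9.17%, 7.37% and 14.8%. Changes are differences of log2(TPM + 1) within a cell line, and a gene was called up- or downregulated where the difference was at least 1, a 2-fold change.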

The experimental design is shown in Fig. 1A. Following treatment with paclitaxel, the total mRNA of PGCCs was collected for RNA-seq at recovering day 3 [7]. PGCCs at recovery day 7 were used for coculture with fibroblasts. The supernatant and protein of PGCCs were also collected for downstream ELISA and Western blot analysis.

**Fig. 1:**
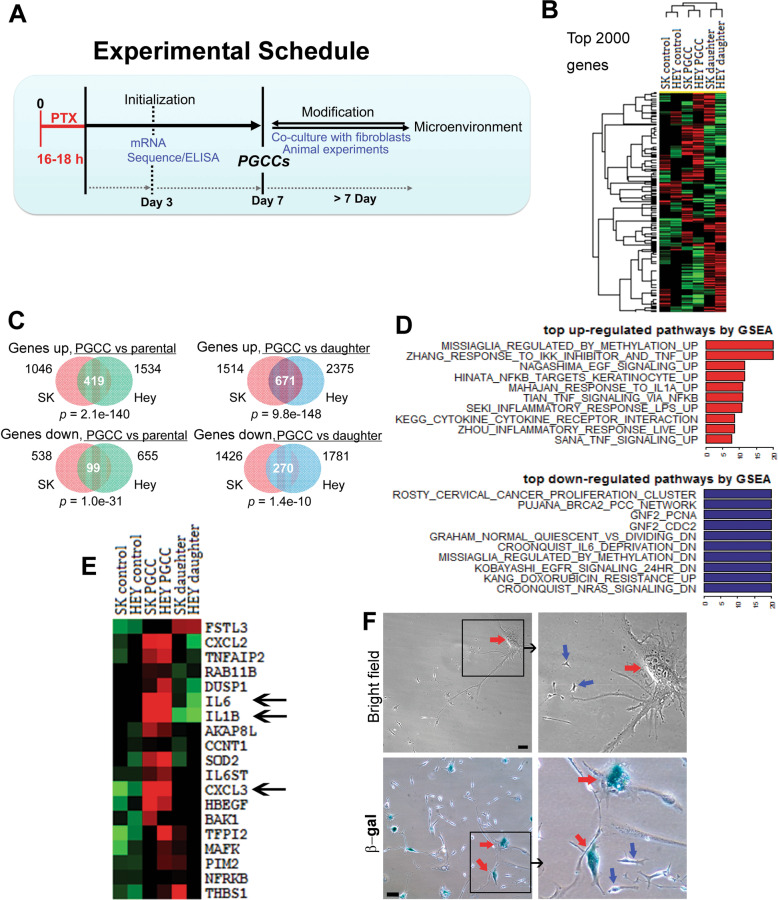
Paclitaxel treatment triggers inflammatory response. **A** Experimental design. After treatment with paclitaxel (PTX; 500 nM) overnight (16-18 h), ovarian cancer cells, including the control cells without treatment and PGCCs induced by PTX were allowed to recover in their corresponding regular media. From recovery day 1 to 30, proinflammatory molecule levels were measured in the supernatant every 24 h. Total mRNA for sequencing was collected at recovery day 3. PGCCs collected at recovery day 7 were used for the coculture system with primary fibroblasts. **B** Heat map of the top 2000 genes induced by paclitaxel treatment of Hey and SKOv3 cells (control, PGCCs at recovery day 3, and daughter cells). **C** Up- or downregulated genes in PGCCs of Hey and SKOv3 cells (at recovery day 3) compared with the control and daughter cells. **D** The top up- or downregulated pathways in PGCCs compared with the control cells. **E** Top inflammatory molecules that were upregulated in PGCCs, among which IL-6 and IL-1β, along with CXCL3, were the predominant molecules (arrows). **F** Representative pictures of daughter cells (blue arrows) from mother PGCCs (red arrows, at recovery day 21). PGCCs are positive for β-gal staining (lower panels, at recovery day 21), which indicates senescence. Bars, 50 µm.

As expected, treatment with paclitaxel led to mitotic crisis and massive cell death; it also led to the formation of PGCCs (Figure S1). The optimal concentration of paclitaxel for inducing PGCCs was 500 nM for Hey and SKOV3 cells, as we have previously reported [7], and 1000 nM for the PDX cell line MDACC-HGSC-1 (Figure S1A and B). Although many PGCCs were found to be senescent [6], 45.2 ± 8.5% (mean ± SD) of PGCCs were viable at recovery day 7 (Figure S1C. Q3, viable subgroup; Q2 + Q4, apoptotic subgroup). Small daughter cells budded out from the mother PGCCs and formed clones after recovering for 14–21 days (Figure S1D).

RNA-seq analysis showed that more than 2000 genes were up- or downregulated in PGCCs on recovery day 3 (Fig. 1B). 

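In Hey, 1520 genes were upregulated and 828 were downregulated at least 2-fold in PGCCs compared with parental cells, 2348 in total. In SKOV3, 1700 genes were upregulated and 896 downregulated, 2596 in total. The changed genes of either line numbered 4479. Upregulated genes made up 64.7% of the changed genes in Hey and 65.5% in SKOV3. In Hey this share was 53.7% after quantile normalization between the libraries and 76.7% when mitochondrial genes were left out, a scaling that moved the median change of all genes in Hey by 0.12. At a mean TPM of at least 5 the share in Hey was 45.3%, and in SKOV3 it was 48.1% with the trend in GC content and transcript length removed, a setting added after seeing the data (333 genes up and 360 down), so which direction holds more genes rests on these settings. The lower pseudocount of 0.1 gave 6582 upregulated genes in Hey and 4698 in SKOV3. Across all genes of the table, the changes in Hey and in SKOV3 had a Pearson correlation of 0.00313 and a Spearman correlation of 0.0138. These are correlations across genes, which are not independent replicates. The same correlation was computed for each of the 3 comparisons among parental cells, PGCCs and daughter cells.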

When compared to the parental cells, there were 419 upregulated and 99 downregulated genes in PGCCs in both the Hey and SKOV3 cell lines (Fig. 1C). 

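At least 2-fold changes in the same direction in both lines were found for 143 upregulated and 127 downregulated genes in PGCCs compared with parental cells. Among the 14988 genes with a mean TPM of at least 1, 125 were upregulated in both lines, where 114 would overlap by chance from the numbers called in each line, and 125 were downregulated, where 38.8 would overlap by chance. The shared counts were 1158 and 283 with the lower pseudocount, 594 and 482 at a 1.5-fold threshold and 25 and 19 at a 3-fold threshold. Among the genes with a mean TPM of at least 1, 494 were upregulated at 1.5-fold (586 by chance) and 24 at 3-fold (8.88 by chance). With mitochondrial genes left out there were 149 (151 by chance). Whether upregulated genes overlap beyond chance therefore rests on the settings. The downregulated genes were above chance in these settings, at 460 (353), 19 (2.60) and 117 (34.0). Of the shared genes 53% were upregulated, and 39.8% after quantile normalization.
The genes with the largest shared changes were short noncoding RNA genes or genes without a match in the annotation. MIR635, a microRNA gene on chromosome 17 from 68424451 to 68424548 (GRCh38), was listed at 0 in the parental cells of both lines and had a TPM of 41.7 in Hey PGCCs and 44.3 in SKOV3 PGCCs. AC022149.1 had a TPM of 197 in Hey PGCCs and 317 in SKOV3 PGCCs, against 0 and 11.7 in parental cells. RNU6-125P, a small nuclear RNA gene on chromosome 1 from 88816779 to 88816885, had a TPM of 71.7 in Hey and 78.9 in SKOV3 parental cells and was listed at 0 in the PGCCs of both. MIR573, on chromosome 4 from 24520192 to 24520290, had a TPM of 43.6 and 91.1 in parental cells and was listed at 0 in PGCCs. Of the 14988 genes, limma's moderated test with cell line as a covariate gave 1 upregulated gene (MIR635) and 2 downregulated genes (RNU6-125P and MIR573) an adjusted p under 0.05, with 2 residual degrees of freedom. The smallest was that of RNU6-125P, whose change of -6.25 (standard error 0.457) had an adjusted p of 0.0263 by limma and was a decrease in both lines. The genes under this threshold are very short, and TPM scales reads by transcript length, so few reads can give such values. Without read counts it cannot be told how many reads these changes rest on. At an unadjusted p under 0.05 there were 174 upregulated and 235 downregulated genes.
In SKOV3 the change between parental cells and PGCCs rose with the GC content of the transcript, with a Spearman correlation of 0.71 across 13637 genes, while in Hey it was -0.052. Its median in SKOV3 ran from -0.52 for genes with a GC content under 40% to 0.94 for genes at 60% or more. With this trend and that with transcript length removed, an alternative chosen after seeing the data, 61 genes were upregulated in both lines (21.4 by chance) and 45 downregulated (18.0 by chance).

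**Figure D1:**
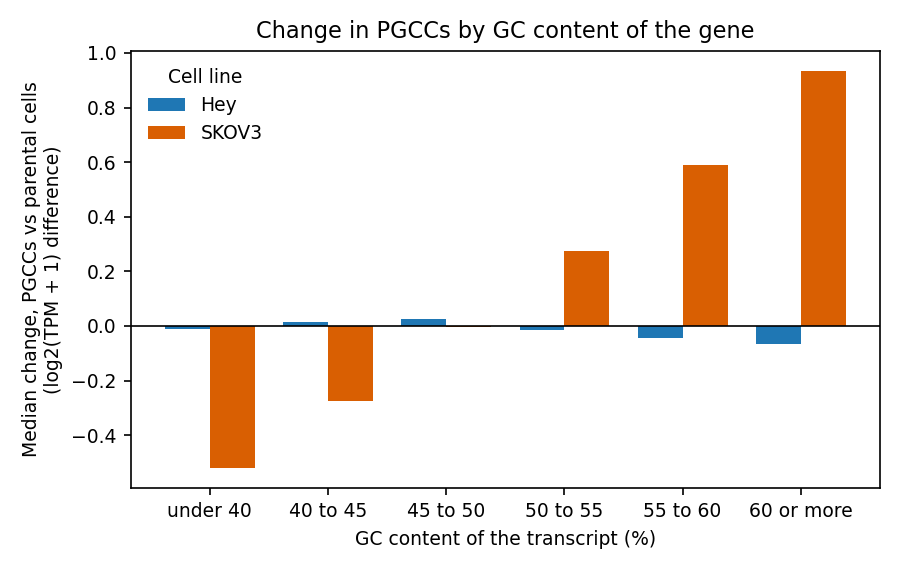
Median change between parental cells and PGCCs, as a difference of log2(TPM + 1), for 6 classes of genes by the GC content of their transcript in percent, with 1 bar per cell line. The SKOV3 medians rise from class to class, and the Hey medians stay between -0.07 and 0.03.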

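Between PGCCs and daughter cells, 173 genes were higher and 189 genes lower in PGCCs by at least 2-fold in both lines. Among the genes with a mean TPM of at least 1 these were 161 higher genes, with 113 by chance, and 182 lower genes, with 218 by chance. In Hey 1563 genes were higher and 1629 lower, and in SKOV3 1645 were higher and 2835 lower. The share of higher genes was 49.0% in Hey, 36.7% in SKOV3 and 47.8% among the shared genes. Dividing by the median ratio to the geometric mean library gave 60.8% in Hey and 62.0% among the shared genes, so there the balance rests on the scaling. In SKOV3 this scaling gave 43.8%, and leaving out mitochondrial genes gave 29.7%. Quantile normalization gave 50.6% in SKOV3, but it gives the libraries the same distribution and so cannot decide the balance. In every other setting lower genes outnumbered higher genes in SKOV3. The median change of all genes was -0.12 in SKOV3, and -0.23 when mitochondrial genes were left out. The moderated test gave 0 genes an adjusted p under 0.05, the smallest adjusted p by limma being 0.0906. At an unadjusted p under 0.05 it gave 297 higher and 461 lower genes. The correlation across genes between the changes of both lines was -0.040 (Pearson). In SKOV3 this comparison also followed the GC content, with a Spearman correlation of 0.45, against -0.11 in Hey. With the GC and length trend removed, chosen after seeing the data, 162 shared genes were higher (86.3 by chance) and 95 lower (115 by chance). Higher genes were then 63.0% of the shared genes.
The gene with the largest shared excess in PGCCs was MMP1, a matrix metalloproteinase gene on chromosome 11 from 102789401 to 102798160 (GRCh38). Its TPM was 98.1 in PGCCs and 0.951 in daughter cells of Hey, a difference of 5.67, and 114 and 0.342 in SKOV3, a difference of 6.42. Compared with parental cells, MMP1 moved in opposite directions in the PGCCs of the 2 lines. MSLN, the mesothelin gene on chromosome 16 from 760734 to 768865, differed by 4.13 in Hey and 4.05 in SKOV3. The largest shared deficit was that of ABCB1, which encodes the drug efflux pump P-glycoprotein and lies on chromosome 7 from 87503017 to 87713323. Its TPM was 1.60 in PGCCs and 43.3 in daughter cells of Hey, a change of -4.09, and 0.168 and 231 in SKOV3, a change of -7.63. The 9 other expressed genes within 1 Mb of ABCB1 were all lower in PGCCs than in daughter cells of both lines, by a median of -1.85 in Hey and -1.64 in SKOV3.

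**Figure D2:**
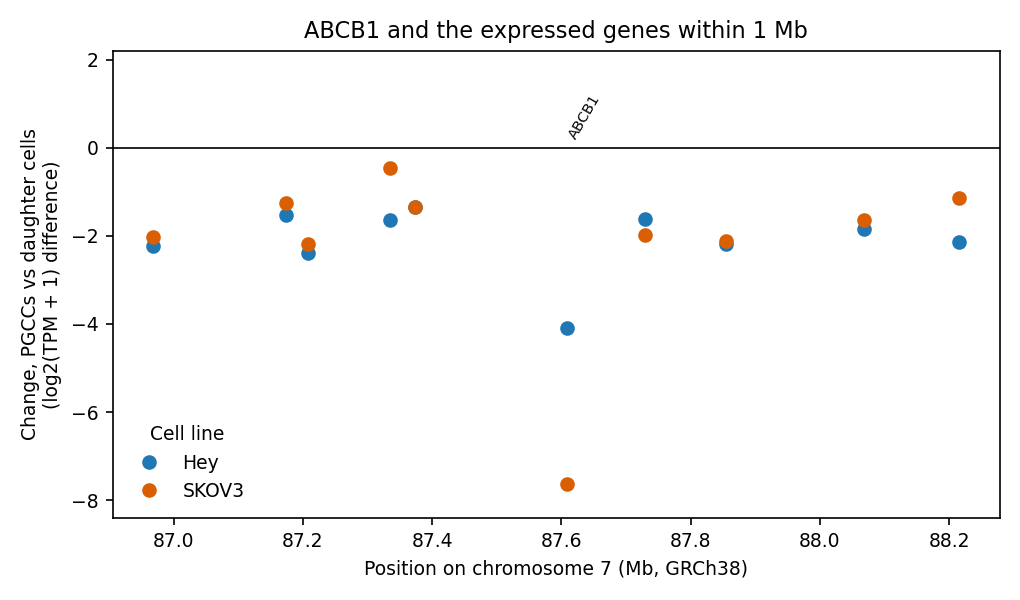
Change between PGCCs and daughter cells, as a difference of log2(TPM + 1), for ABCB1 and the 9 expressed genes within 1 Mb of it, by position on chromosome 7 in Mb, with 1 point per gene and cell line. All points lie below 0, and ABCB1 lies lowest in both lines.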

When compared with daughter cells, there were 671 upregulated and 270 downregulated genes in PGCCs in both the cell lines tested. 

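Pathway scores were not recomputed with the gene sets of Fig. 1D; instead, the median change of 5 gene lists was compared with those of 10000 random lists of the same size and matched mean expression, which describes these libraries and tests no condition. In Hey PGCCs the 41 NF-κB target genes, a list written by hand, had a median change of 1.19 compared with parental cells, at percentile 100 of the random lists, and 23 of them were upregulated at least 2-fold. In SKOV3 PGCCs their median was 0.12, at percentile 93.5, and 7 were upregulated. With the GC and length trend removed the median was 0.23, past the threshold set for the random lists, while 3 of the 34 members with a mean TPM of at least 1 and a known GC content were upregulated. Taken gene by gene, the change in Hey minus that in SKOV3 had a median of 0.98 over the list, at percentile 100. The 129 cytokine and chemokine genes, most of which had a low TPM in every library, had a median of 0.028 in Hey and of 0 in SKOV3. In Hey this was at percentile 100 with matching on mean expression. Among the members with a mean TPM of at least 1 the median was 1.48 in Hey and -0.090 in SKOV3, the latter at percentile 13.9. Compared with daughter cells instead, the NF-κB median was 1.54 in Hey PGCCs, at percentile 100, and -0.67 in SKOV3 PGCCs, at percentile 0.
The 43 S-phase genes had a median change of -1.57 in Hey PGCCs and -0.76 in SKOV3 PGCCs compared with parental cells, both at percentile 0. The 54 G2/M genes had medians of -1.86 and -0.86, also at percentile 0. Of the S-phase genes 36 were downregulated at least 2-fold in Hey and 12 in SKOV3, and of the G2/M genes 46 in Hey and 19 in SKOV3. With the GC and length trend removed, the SKOV3 numbers were 3 and 5 and the Hey numbers 36 and 46. The medians of both lists stayed negative and below the lower threshold under every alternative that was run.

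**Figure D3:**
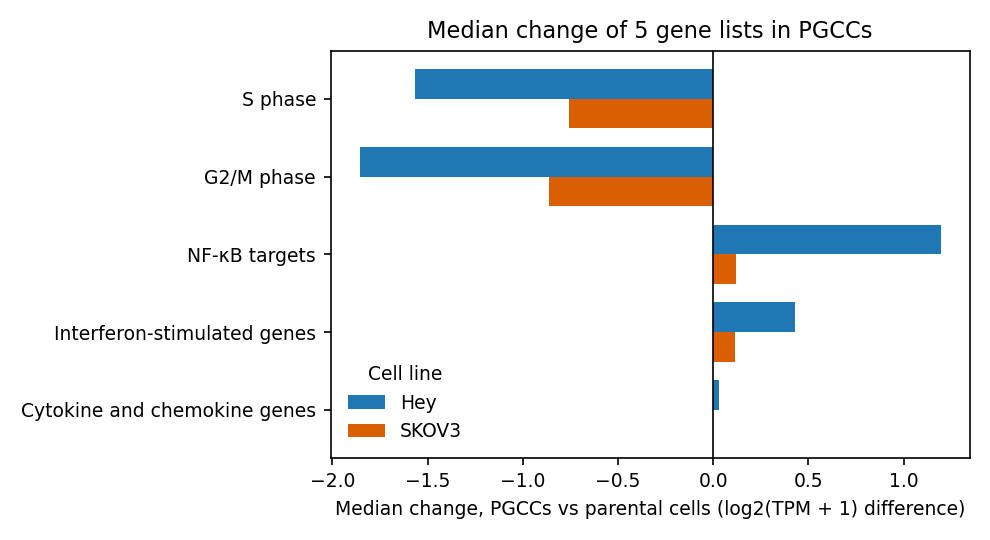
Median change between parental cells and PGCCs, as a difference of log2(TPM + 1), of 5 gene lists, with 1 bar per list and cell line. The S-phase and G2/M lists fall in both lines, and the NF-κB list rises further in Hey than in SKOV3.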

When pathways were analyzed, the inflammatory response, including TNF-α, NF-κB, Lipopolysaccharide (LPS), and cytokines were the top upregulated pathways in PGCCs (Fig. 1D), while proliferation and cell-division-related pathways were inhibited (Fig. 1D). 

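IL6, on chromosome 7 from 22725884 to 22732002 (GRCh38), had a TPM of 8.74 in parental cells, 168 in PGCCs and 8.69 in daughter cells of Hey. In SKOV3 the values were 10.5, 28.8 and 19.2. The change in PGCCs compared with parental cells was 4.12 in Hey and 1.37 in SKOV3. Over the alternative settings it lay between 4.00 and 4.30 in Hey and between 1.30 and 1.63 in SKOV3. IL6 ranked 6 among the 34 cytokine and chemokine genes with a TPM of at least 1 in Hey parental cells or PGCCs, after CSF2 (5.35), TNFSF15 (5.31), CSF3 (4.89), CXCL8 (4.54) and CCL20 (4.37). In SKOV3 it ranked 1 among 29 genes by the change, and 10 by the TPM in PGCCs. Of the cytokine genes ranked, 23 were upregulated at least 2-fold in Hey PGCCs and 1 was downregulated, while in SKOV3 PGCCs 1 was upregulated (IL6) and 3 were downregulated. With the GC and length trend removed, CCL20 (1.09) was past 2-fold in SKOV3 as well.
IL1B had a TPM of 284 in parental cells and 2105 in PGCCs of Hey, a change of 2.89, and fell by 0.50 in SKOV3, from 13.5 to 9.23. CXCL3 changed by 2.84 in Hey and by 0.14 in SKOV3, where quantile normalization turned the sign to -0.016. Among the 19 genes of Fig. 1E, 14 were higher in PGCCs than in parental cells in Hey, 15 in SKOV3 and 11 in both. At the 2-fold threshold these counts were 8, 5 and 3, the shared genes being IL6, SOD2 and TNFAIP2. SOD2 changed by 3.69 in Hey and 1.12 in SKOV3, and TNFAIP2 by 1.66 and 1.74. Once the GC and length trend was removed, 9 genes in Hey, 3 in SKOV3 and 2 in both were past 2-fold, and TNFAIP2 (0.80), BAK1 (0.42) and RAB11B (0.16) fell below it in SKOV3.

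**Figure D4:**
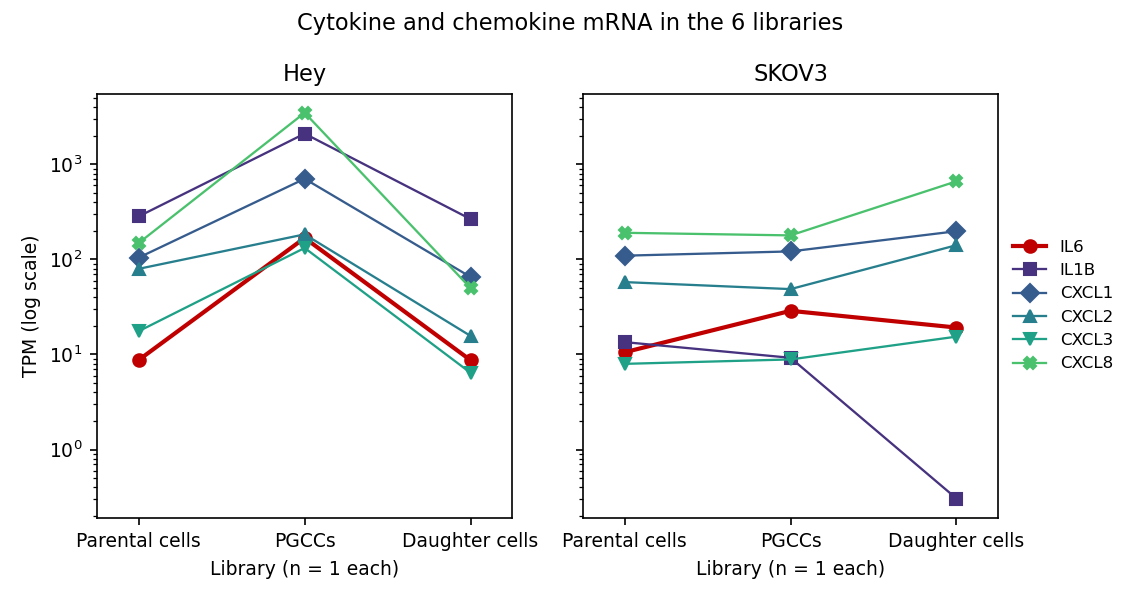
TPM of 6 cytokine and chemokine genes in parental cells, PGCCs and daughter cells of Hey and SKOV3 on a log scale, with 1 library per point. All 6 genes are higher in Hey PGCCs than in the other Hey libraries, and in SKOV3 IL6 is the one with at least a 2-fold rise from parental cells to PGCCs.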

Among the proinflammatory molecules, IL-6 was the most predominant factor upregulated in PGCCs (Fig. 1E). Moreover, together with inflammation burst, PGCCs (at recovery day 7) were found to go through senescence (PGCCs, 85 ± 7.4%; regular cancer cells, 3.8 ± 2.1%; daughter cells, 9.4 ± 3.4%), as indicated by positive β-gal staining (Fig. 1F). These results demonstrated that the inflammatory response, dominated by IL-6 and the activation of senescence are associated with the development of PGCCs.

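Across both lines, the change of IL6 in PGCCs compared with parental cells was 2.74 (standard error 0.783) by limma with cell line as a covariate, with an unadjusted p of 0.00923 and an adjusted p of 1 by limma, and it was an increase in both lines. From the upregulated inflammatory pathways and molecules in PGCCs (Fig. 1D and E) and the β-gal staining (Fig. 1F), the paper concludes that an inflammatory response dominated by IL-6, together with senescence, is associated with the development of PGCCs.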

We further validated the mRNA sequencing data with RT-qPCR (Figure S2), ELISA, and Western blotting (Fig. 2) in tested cell lines. 

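The RT-qPCR bars of Fig. S2 were read by eye for 36 genes per line and set against the RNA-seq changes between parental cells and PGCCs. Genes with a bar of at least 2 or at most 0.5 and a TPM above 0 in either library were counted. In Hey, the RNA-seq change had the direction of the bar for 21 of 23 genes, 91.3% (95% Wilson interval 73.2% to 97.6%). In SKOV3 it had that direction for 11 of 17 genes, 64.7% (41.3% to 82.7%). The intervals cover the counting of genes alone. Increases made up 21 of the 23 counted bars in Hey and 17 of 17 in SKOV3, so the shares test mainly rises. A counted gene listed at 0 in parental cells can only rise, so with a bar above 1 it has that direction by construction. Leaving out mitochondrial genes moved the share in Hey most upwards, to 100%, and counting every bar outside 0.9 to 1.1 lowered it to 78.6% in Hey and 58.3% in SKOV3. In the same direction and by at least 2-fold, 10 of the counted genes changed in Hey and 1 in SKOV3 (POU5F1, 1.24). In the opposite direction by at least 2-fold there were 0 genes in Hey and 2 in SKOV3, MMP1 and BCL2, which changed by -1.59 and -1.41. Another 5 genes in Hey and 12 in SKOV3 were listed at 0 in both libraries. Of the counted genes, 9 in Hey and 6 in SKOV3 had a TPM under 1 in both libraries. Without these, 13 of 14 genes in Hey and 7 of 11 in SKOV3 had the direction of the bar.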

The expression of representative protein was found to be consistent with the RNA-seq data (Figure S2). For the inflammatory burst, we tested the levels of TNF-α, IL-8, IL-6, IL-1β, Gro-α, and GM-CSF produced by PGCCs within 24 h throughout the 30-day recovery period (Fig. 2A and B). Following paclitaxel administration, production of these inflammatory molecules began to increase immediately. Their levels reached a peak at recovery day 2–4 and sustained a high level for the following 1–2 weeks of the PGCC life span. Phosphorylation of Chk2 and Erk 1/2 proteins was activated as the inflammation response waxed and waned (Fig. 2C). Two close bands of Chk2 were found, which was commonly seen in activation of inflammatory cascade, due to the isoform or glycosylation [31]. On recovery day 3, levels of TNF-α, IL-8, IL-6, IL-1β, Gro-α, and GM-CSF were increased by 41.2 ± 10.6-, 75.4 ± 2.7-, 437.9 ± 15.1-, 110.6 ± 11.6-, 27.4 ± 2.2-, and 73.9 ± 1.8-fold, respectively, compared with the control (Fig. 2D). Notably, IL-6 was the most predominantly increased inflammatory molecule that has been found to be involved in tumorigenesis and cancer stemness and predominantly expressed in PGCCs rather than in diploid cancer cells [32–34]. Apigenin is a plant bioactive compound that was found to be effective to prevent a wide range of chronic diseases including cancer, diabetes, and stroke. In this study, we employed apigenin as a parallel medicine with IL-6 antibody to investigate the role of inflammation in early events of PGCCs development. The production of IL-6, IL-8, IL-1β, and Gro-α was inhibited significantly by apigenin (Fig. 2E). These data indicate that an inflammation burst dominated by IL-6 was involved in the development of PGCCs.

**Fig. 2:**
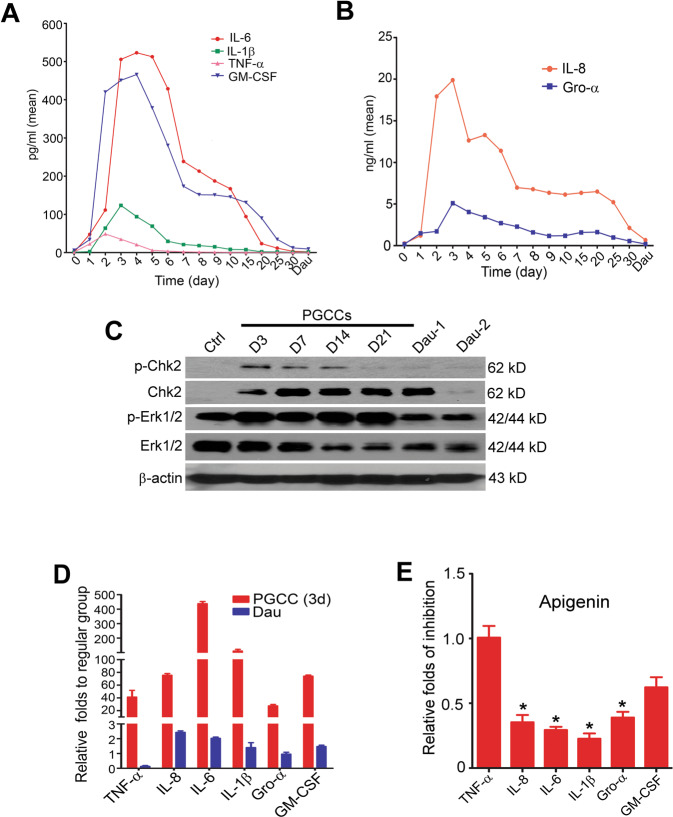
ELISA and Western blot verification of inflammation burst triggered by paclitaxel. **A**, **B** ELISA verification of the increased production (within 24 h) of inflammatory molecules including IL-6 (peak at recovery day 4, 522.9 pg/ml), IL-1β (peak at recovery day 3, 123.5 pg/ml), TNF-α (peak at recovery day 2, 48.9 pg/ml), GM-CSF (peak at recovery day 4, 465.6 pg/ml), IL-8 (peak at recovery day 3, 19.8 ng/ml), and Gro-α (peak peak at recovery day 3, 5.1 ng/ml) at different recovering time point. **C** Phosphorylation of Chk2 and Erk1/2 was activated by paclitaxel exposure and kept at a high level for the first two recovering weeks, which was consistent with the elevated inflammatory molecules shown in (**A**) and (**B**). **D** Fold increases (via ELISA) in TNF-α (41.2 ± 10.6), IL-8 (75.4 ± 2.7), IL-6 (437.9 ± 15.1), IL-1β (110.6 ± 11.6), Gro-α (27.4 ± 2.2), and GM-CSF (73.9 ± 1.8) by PGCCs (at recovery day 3) compared with the control (regular group). **E** The inflammatory burst at recovery day 3 was inhibited by apigenin. Levels of TNF-α, IL-8, IL-6, IL-1β, Gro-α, and GM-CSF decreased by 1 ± 0.1, 0.35 ± 0.06, 0.29 ± 0.03, 0.23 ± 0.04, 0.39 ± 0.04, and 0.6 ± 0.08 folds, respectively, compared with the control. *P *<* 0.05.

### IL-6 is involved in activation of embryonic stemness program in PGCCs

To determine the pleiotropic roles of IL-6 in stemness activation of PGCCs, we blocked the IL-6 feedback loop in PGCCs with IL-6R antibody and/or apigenin. Compared with the control (20.5 ± 4.6%), blocking the IL-6 pathway with IL-6R antibody reduced the PGCC percentage to 12.1 ± 3.3%, 11.8 ± 3.8%, and 10.5 ± 2.1% at the concentrations of 0.2, 1, and 5 µg/ml, respectively (Fig. 3A. PGCCs, DNA content *n* ≥ 4 C). Blocking the cytokine storm with apigenin also led to significant decreases in the PGCC percentage, to 17.1 ± 2.2, 9.5 ± 1.9, and 1.5 ± 0.5% at concentrations of 5, 10, and 20 µM, respectively. The inhibition of PGCC formation was further confirmed by morphology (Fig. 3B). These studies demonstrated that an early inflammatory response, induced by paclitaxel and dominated by IL-6, promoted PGCC development, which was inhibited by IL-6R antibody and/or doses of IL-6R antibody at 5 µg/ml and apigenin at 10 µM were selected for the following subsequent experiments.

**Fig. 3:**
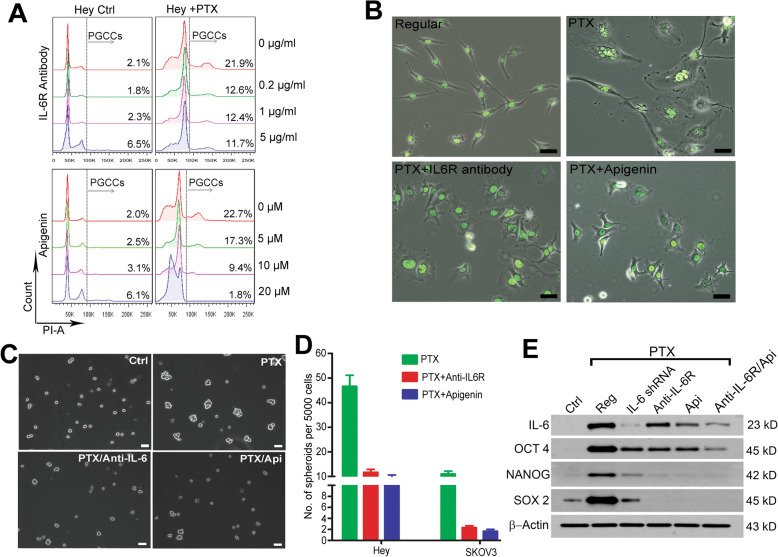
Inflammation response facilitates the development and stemness of PGCCs. **A**, **B** PGCC formation (at recovery day 3) was inhibited by IL-6R antibody and apigenin in a dose-dependent manner, which was confirmed by population percentage (**A**, via flow cytometry; PGCCs, DNA content>4 **C** as grouped by grey arrows.) and morphological observation (**B**, DNA was labeled with H2B-GFP). Bars, 50 µm. **C, D** Spheroid formation (>=200 µm in diameter) capability of PGCCs was inhibited by apigenin (Api) and IL-6R antibody at day 7. In Hey cells, the number of spheroids developed after treatment with paclitaxel (PTX), PTX + anti-IL-6R, and PTX + Api were 46.7 ± 7.7, 11.7 ± 2.1, and 10.5 ± 1.1, respectively. In SKOV3 cells, the number of spheroids in each subgroup was 11.0 ± 2.0, 2.3 ± 0.5, and 1.7 ± 0.6, respectively. Bars, 200 µm. **E** Expression of embryonic markers including OCT4, NANOG, and SOX2 in PGCCs (recovery day 7) was downregulated by IL-6 knockdown (IL-6 shRNA), blocking with IL-6R antibody, apigenin, and IL-6R antibody + Api. Bars, 50 µm.

We previously found that PGCCs could form spheroids in stem cell medium and acquired embryonic stemness marked by expression of OCT4, NANOG, and SOX2, which are involved in ovarian cancer relapse. Compared with the control, more compacted spheroids (diameter ≥ 200 µm) were developed from PGCCs, with bigger size and embryonic features such as cleavage [6]. We, therefore, next examined the effect of the inflammatory burst on the activation of stemness in PGCCs by measuring their ability to form spheroids and the expression levels of OCT4, NANOG, and SOX2. Compared with the control group (8 ± 3 per 5000 cells in 3 ml medium), there were 46.7 ± 7.7, 11.7 ± 2.1, and 10.0 ± 1.5 spheroids in the paclitaxel, paclitaxel + IL-6R antibody, and paclitaxel + apigenin groups, respectively (Fig. 3C and D). Blockage of IL-6 activity by IL-6R antibody or apigenin significantly reduced spheroid formation by 75% and 79.6%, respectively. This indicates inflammation predominated by IL-6 promote the formation of spheroids from PGCCs. Production of IL-6 in PGCCs was downregulated by IL-6 shRNA, IL-6R antibody, apigenin, or IL-6R antibody and apigenin combined at different levels (Fig. 3E), which suggests that IL-6 function in PGCCs is controlled in an autocrine feedback manner. Levels of NANOG and SOX2 were much more affected by IL-6 inhibition than that of OCT4. Blocking the IL-6 loop with IL-6R antibody and apigenin extracellularly was more efficient than knocking down the production of IL-6 intracellularly with shRNA.

### IL-6 increases collagen production, the GPR77 + /CD10 + population of fibroblasts, and VEGF expression in fibroblasts

We used a coculture system of PGCCs (supernatant of PGCCs, PGCCs Sup), the corresponding regular cancer cells (supernatant of regular cancer cells, Reg Sup), and fibroblasts in vitro that mimics the interaction of PGCCs and fibroblasts in vivo. Morphologic changes in the fibroblasts were apparent in the test groups of PGCCs Sup and IL-6 (Figure S3A). In the presence of PGCCs alone or IL-6 protein alone, fibroblasts showed slow growth with increased cell size and abundant cytoplasm, similar to that observed with paclitaxel treatment (Figure S3A). However, the development of polyploidy in fibroblasts was induced by paclitaxel treatment alone (13.7 ± 1.5 polyploid cells per 5000 cells compared to 5.8 ± 0.4 polyploid cells in the control group) and not by PGCCs Sup or IL-6 (Figure S3B).

To examine the phenotypic conversion of fibroblasts in response to secretions from PGCCs or IL-6 alone, we performed immunofluorescence staining for α-SMA, a commonly used marker for cancer-associated fibroblasts (CAFs). As shown in Fig. 4A, the expression of α-SMA was significantly increased in PGCCs Sup and IL-6 (Control, 2.3 ± 1.5%; Paclitaxel, 37.3 ± 3.2%; Reg Sup, 19.0 ± 2.1%; PGCCs Sup, 78.0 ± 3.0%; IL-6, 72.7 ± 2.5%). Neutralization of IL-6 with IL-6R antibody (23.0 ± 3.6%) and apigenin (15.0 ± 4.6%) decreased the α-SMA positivity in fibroblasts. The above data suggest that PGCC-derived IL-6 was the critical factor in transforming fibroblasts into CAFs. In addition, as shown in Fig. 4B, we found that PGCCs Sup (554.3 ± 29.7 pg/ml) or IL-6 protein (394.3 ± 23.1 pg/ml) stimulated synthesis of procollagen I (dissoluble precursor of collagen I) in the fibroblasts, which was inhibited by IL-6R antibody (167.3 ± 10.7 pg/ml) and apigenin (126.0 ± 6.1 pg/ml) (Fig. 4B). We also examined the expression of procollagen I’s rate-limiting enzyme for collagen synthesis, lysyl oxidase (LOX), and we found that the expression of LOX was markedly increased by paclitaxel, PGCCs Sup, and IL-6 protein and that these increases could be blocked by shRNA, IL-6R antibody, and apigenin (Fig. 4C). STAT3, a critical downstream protein for the IL-6/IL-6R pathway, was found to be highly phosphorylated in the test groups mentioned above (Fig. 4C). These data indicate that IL-6/IL-6R signaling is activated in PGCCs, which in turn can activate STAT3 phosphorylation and facilitate transformation into CAFs via the synthesis of collagen by transformed fibroblasts and activation of LOX.

**Fig. 4:**
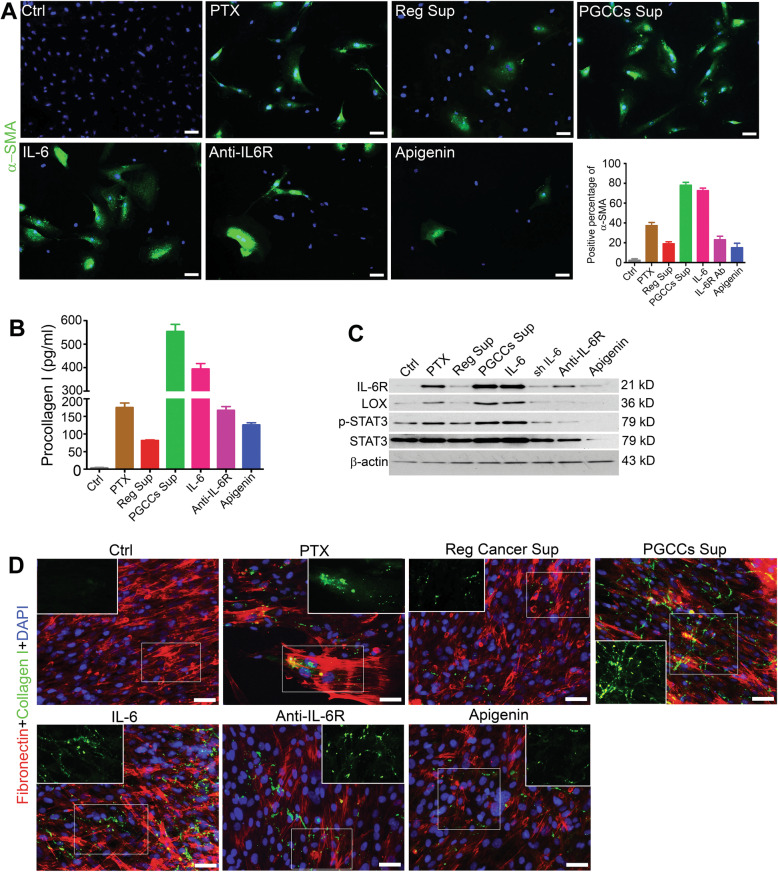
PGCCs facilitate transformation of CAFs and stimulate production of collagen I by fibroblasts dominantly via IL-6 pathway. **A** Coculture of PGCCs or IL-6 with normal fibroblasts (for 72 h) enriched the population of CAFs (indicated as α-SMA positivity), which can be inhibited by IL-6R antibody and apigenin. Positive percentage of α-SMA in test groups of fibroblasts: Control, 2.3 ± 1.5%; paclitaxel (PTX), 37.3 ± 3.2%; Reg Sup, 19.0 ± 2.1%; PGCCs Sup, 78.0 ± 3.0%; IL-6, 72.7 ± 2.5%; IL-6R antibody, 23.0 ± 3.6%; apigenin, 15.0 ± 4.6%. Bars, 50 µm. **B** Level of procollagen I in fibroblasts (cocultured for 72 h) was significantly triggered by PGCCs Sup (554.3 ± 29.7 pg/ml) and IL-6 protein (394.3 ± 23.1 pg/ml) and reduced by blocking with IL-6R antibody (167.3 ± 10.7 pg/ml) and apigenin (126.5 ± 6.4 pg/ml). **C** LOX level and phosphorylation of STAT3 in fibroblasts (cocultured for 72 h) was increased when exposed to PGCCs, IL-6, and PTX and was inhibited by IL-6 knockdown, IL-6R antibody, and apigenin. **D** Cross-linking and deposition of collagen I outside fibroblasts (cocultured for 72 h) were significantly apparent and web-like when cocultured with PGCCs or treated by IL-6 protein alone. This cross-linking was attenuated by IL-6R blockage and apigenin. When treated with PTX only, the collagen is cluster- or spot-like. Panel corners show higher magnification of the squared areas to clearly show the morphology of collagen. Bars, 50 µm.

The cross-linking and remodeling of collagen after secretion plays a critical role in collagen maturation and function in the TME. Thus, we further examined collagen cross-linking and deposition around the fibroblasts (Fig. 4D and Figure S3C). Compared with controls, fibroblasts treated with paclitaxel had more cluster and spot-like collagen I outside the fibroblasts, indicating that paclitaxel exposure can trigger the production and deposition of collagen I from fibroblasts. Compared with the control and Reg Sup groups, fibroblasts incubated with PGCCs Sup or IL-6 protein only developed more web-like collagen I with a greater degree of cross-linking, which was attenuated by IL-6R antibody and apigenin. These results show that the IL-6/IL-6R pathway initiated by PGCCs (induced by paclitaxel), rather than paclitaxel per se or regular cancer cells, plays a key role in the organization and remodeling of collagen I, and this remodeling can be attenuated by blocking IL-6.

The GPR77 + /CD10 + subpopulation of fibroblasts is critical for maintaining the stemness of cancer cells by forming a niche microenvironment around the cancer cells. To determine whether PGCCs affect the expression of GPR77 and CD10, we examined the expression of these two markers in the fibroblasts in the presence or absence of treatment. As shown in Fig. 5, the GPR77 + /CD10 + population of fibroblasts in the PGCCs Sup alone (4.3 ± 0.3%) and IL-6 protein alone (1.6 ± 0.2%) groups increased significantly, by 43-fold and 16-fold, respectively, compared with the control (0.1 ± 0.1%, Fig. 5A and B). This GPR77 + /CD10 + phenotype was blocked in the presence of IL-6R antibody, apigenin, and their combination (Fig. 5A and B). The expression of VEGF, a well-described angiogenic factor, was also elevated by 5.1-, 8.5-, and 3.3-fold in the paclitaxel, PGCCs Sup, and IL-6 protein groups, respectively (Fig. 5C), and by 2.6-, 2.4-, and 2.0-fold in the Reg Sup, IL-6R antibody, and apigenin groups. These results suggest that PGCC-derived IL-6 may help to maintain the stemness of PGCCs by enriching the GPR77 + /CD10 + population of fibroblasts and activating angiogenesis via VEGF.

**Fig. 5:**
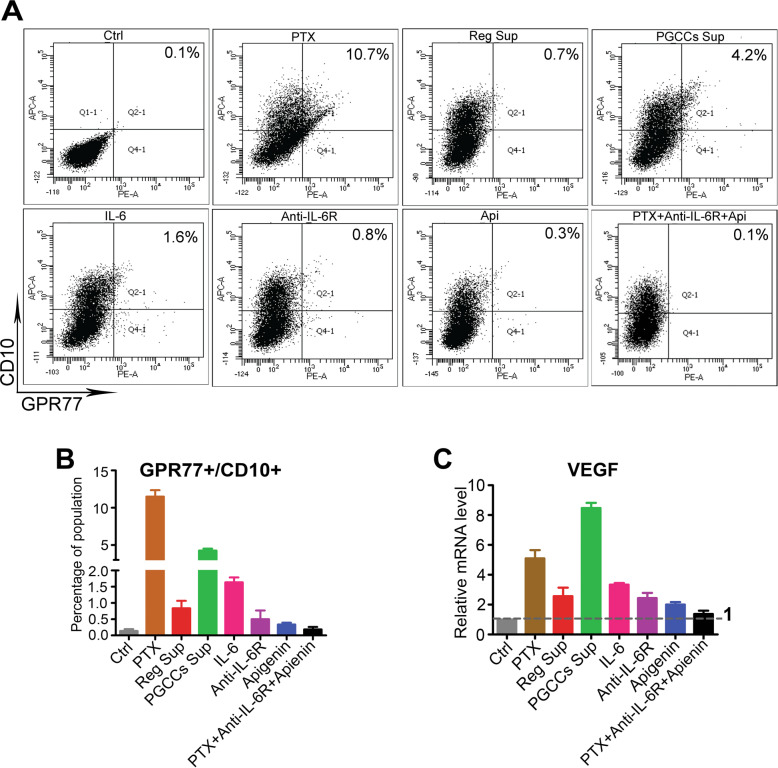
PGCCs and IL-6 enriched the GPR77 + /CD10 + population and increased VEGF expression of fibroblasts. **A**, **B** GPR77 + /CD10 + population in fibroblasts increased significantly after treatment with paclitaxel (PTX; 11.5 ± 0.9%), PGCCs Sup (4.3 ± 0.3%), and IL-6 (1.6 ± 0.2%) compared with the control (0.1 ± 0.1%). **C** Expression of VEGF in fibroblasts was elevated significantly in the subgroups of PGCCs Sup (8.5 ± 0.4-fold), PTX (5.1 ± 0.6-fold), and IL-6 (3.3 ± 0.1-fold), respectively, which was inhibited by IL-6R antibody (2.4 ± 0.4-fold), apigenin (2.0 ± 0.2-fold), or combination (1.4 ± 0.2-fold).

### Anti-IL-6R antibody and apigenin reduce PGCC formation and decrease tumor growth in PDX models

To investigate the effect of IL-6 blocking on tumor growth in vivo, we administered tocilizumab (IL-6R antibody) and apigenin, individually or together with paclitaxel, to mice bearing PDX tumors. Compared with the control group, tocilizumab or apigenin alone did not significantly affect tumor growth (Fig. 6A), but paclitaxel alone and combined with tocilizumab, apigenin, or both the inhibited tumor growth significantly (Fig. 6A). Compared with paclitaxel alone, paclitaxel + tocilizumab + apigenin inhibited tumor growth most effectively.

**Fig. 6:**
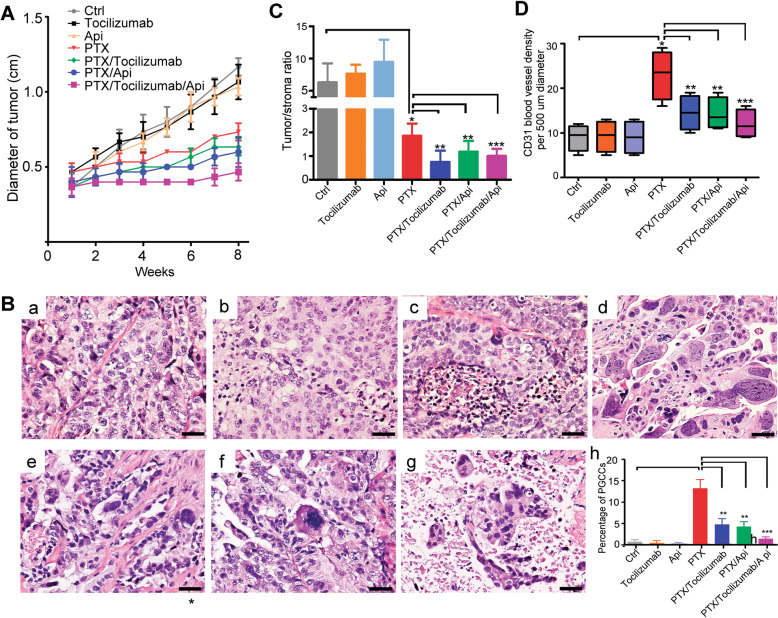
Inflammation and IL-6 triggered by paclitaxel exposure facilitate tumor growth and modification of the tumor microenvironment in vivo. **A** Tumor-proliferation curve. Inflammation attenuation and IL-6R blocking (with tocilizumab) enhanced the tumor-proliferation inhibition of paclitaxel (PTX). **B** Histology features (a-g) and PGCC percentage (h) of tumor in each group. Compared with the control (1.8 ± 0.7%), PGCCs were significantly induced by PTX alone (14.6 ± 5.4%, *P* < 0.05), which was attenuated by combined administration of PTX with tocilizumab (5.2 ± 2.1%, *P* < 0.05) and/or apigenin (4.8 ± 1.9%, *P* < 0.05), but tocilizumab or apigenin alone had no significant effect. H&E staining, bars, 50 µm. a, control; b, tocilizumab; c, apigenin; d, PTX; e, PTX + tocilizumab; f, PTX + apigenin; g, PTX + tocilizumab + apigenin. **C** PTX can significantly lower the tumor/stroma ratio (Control, 6.3 ± 2.9; PTX, 1.9 ± 0.5), which can be enhanced by tocilizumab (0.8 ± 0.5) and apigenin (1.2 ± 0.5). **D** Microvessel density in tumor increased significantly in the subgroups of PTX (23 ± 5.5 per area of 500 µm diameter), PTX + tocilizumab (14.5 ± 3.9), PTX + apigenin (14.3 ± 3.6), and PTX + tocilizumab + apigenin (12.1 ± 3.2). IL-6R blocking and apigenin reduced the effect of PTX alone when combined together with PTX.

Histologically, paclitaxel treatment led to the formation of PGCCs with bizarre nuclei (Figure 6Ba-g) and abundant collagen deposits in the stroma (Figure S4A). Compared with the control (1.8 ± 0.7%), PGCCs were significantly induced by paclitaxel (14.6 ± 5.4%), which was inhibited by co-administration of tocilizumab (5.2 ± 2.1%), apigenin (4.8 ± 1.9%), or both (2.5 ± 0.8%) (Figure 6Bh). The tumor/stroma ratios in the paclitaxel, paclitaxel + tocilizumab, paclitaxel + apigenin, and paclitaxel + tocilizumab + apigenin groups were 1.9 ± 0.5, 0.8 ± 0.5, 1.2 ± 0.5, and 1.0 ± 0.3, respectively, which were significantly lower than the ratios in the control (6.3 ± 2.9), tocilizumab only (7.7 ± 1.4), and apigenin only (9.5 ± 3.4) groups (Fig. 6C and D, Figure S4B). MVD in tumor stroma was 23 ± 5.5, 14.5 ± 3.9, 14.3 ± 3.6, and 12.1 ± 3.2 microvessels /500 µm diameter in paclitaxel, paclitaxel + tocilizumab, paclitaxel + apigenin, and paclitaxel + tocilizumab + apigenin, respectively, which was significantly higher than in the other three groups (control, tocilizumab only, apigenin only. Figure S4C, Fig. 6D). Tocilizumab and apigenin, alone or in combination, combined with paclitaxel can significantly decrease the percentage of PGCCs, tumor/stroma ratio, and MVD in tumor compared with paclitaxel alone. These results suggest that blockage of PGCC-derived IL-6 can enhance the therapeutic effect of paclitaxel by modifying the TME in terms of PGCC formation, collagen production, and angiogenesis.

### Paclitaxel treatment increases collagen deposition, microvascular density, and the GPR77+/CD10+population of fibroblasts in human ovarian cancers

To determine whether the TME is similarly changed following chemotherapy in human ovarian cancer, we examined the percentage of PGCCs and stromal changes (marked with collagen I) in 38 paired pre- and postchemotherapy cases. The percentage of PGCCs increased from 23.7% (9/38) before chemotherapy to 65.7% (25/38) after chemotherapy (*P* < 0.05; Fig. 7A, red arrowheads). The tumor/stroma (collagen I) ratio dramatically decreased from 5.9 ± 1.9 prechemotherapy to 0.7 ± 0.3 postchemotherapy (Fig. 7A and B), while MVD increased from 18.2 ± 6.7 prechemotherapy to 52.2 ± 9.2 postchemotherapy (Fig. 7A and B). The GPR77 + /CD10 + population of fibroblasts was also found to be mainly distributed around NANOG-positive PGCCs (Fig. 7C). These data suggest that paclitaxel treatment could promote PGCC formation and trigger IL-6 production, which is consistent with what we found in vitro and in vivo above.

**Fig. 7:**
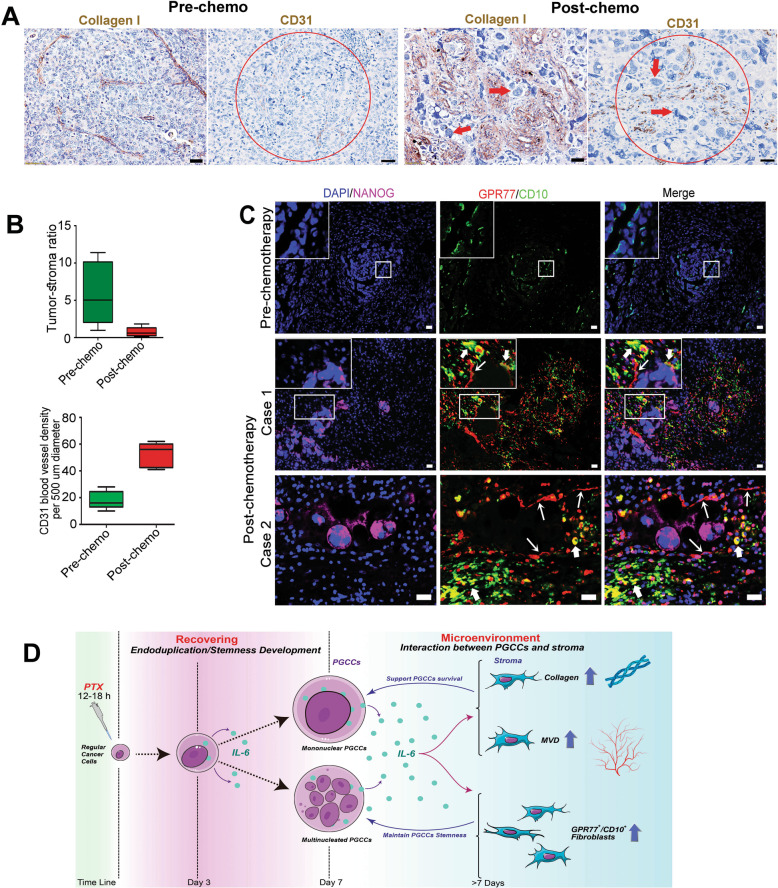
Microenvironment events in human ovarian cancer before and after paclitaxel treatment. **A** Representative pictures of stroma (collagen I) and microvessel density (CD31) in paired tumors before and after chemotherapy. PGCCs are indicated by the red arrows. **B** The tumor/stroma ratio decreased (prechemo, 5.9 ± 1.9; postchemo, 0.7 ± 0.3; upper panel) while microvessel density increased (prechemo, 18.2 ± 6.7; postchemo, 52.2 ± 9.2; lower panel) in the tumor after chemotherapy. **C** NANOG (representative embryonic stemness marker) and the population of GPR77 + /CD10 + fibroblasts in human tumor stroma were increased after paclitaxel treatment. Bars, 50 µm. **D** Schematic of the role of IL-6 in PGCC formation and the interaction between PGCCs and fibroblasts. Stressed by paclitaxel (PTX) treatment, cancer cells go through endoduplication to form PGCCs (mononuclear or multinucleated), and an inflammation response, predominantly IL-6, was triggered. Autocrine IL-6 plays a critical role in the development of PGCCs. IL-6 produced by PGCCs promotes the transformation of fibroblasts to synthesize collagen and microvessels, which can support the survival of PGCCs. IL-6 derived from PGCCs can also enrich the GPR77 + /CD10 + population of fibroblasts, which can maintain the stemness of PGCCs.

## Discussion

In this study, we have identified the mechanism for the initiation of PGCCs and their role in generating therapeutic resistance: IL-6, a well-studied molecule in cancer biology and immunology, plays a critical role in the initiation of PGCCs and their communication with stromal reprogramming factors to acquire chemoresistance.

Paclitaxel and other chemotherapy drugs can damage the mitotic spindle and shut down mitosis, which lead a switch of mitotic cell cycle to endoreplication cell cycle and formation of PGCCs. These PGCCs acquire features of stemness and a proinflammatory secretory phenotype that contribute to the acquisition of chemoresistance [15]. The IL-6 pathway is essential for the transformation of fibroblasts into CAFs, which serve as fertile soil for tumor progression [26]. It has been shown that IL-6 alone is sufficient to convert non-stem cancer cells to cancer stem cells and thus expand the cancer stem cell population in breast and prostate cancerss via an IL-6 feedback loop [32, 35]. IL-6 has been shown to activate the expression of stem cell markers and confers chemotherapy resistance and predict poor prognosis in ovarian cancer [24, 25, 36]. Here, we found that IL-6 facilitates PGCC formation and the acquisition of embryonic stemness via an IL-6 autocrine loop, suggesting that embryonic stem cells are regulated through this autocrine loop. PGCCs can use IL-6 protein as a paracrine mechanism to facilitate the transformation of fibroblast to more tumor promoting CAFs for chemoresistance, supporting the established role that the TME plays a critical role in tumor development and chemoresistance.

PGCCs have recently been implicated in tumor initiation, resistance, and metastasis [4, 37–39]. The formation of PGCCs has been observed in multiple tumors, including ovarian cancer, breast cancer, and prostate cancer [27, 39, 40]. Several mechanisms have recently been described as mediating the therapeutic resistance of PGCCs, including their lipid-dependent metabolism [41] or promotion of tumor regrowth [39]. The anti-inflammatory inhibitors aspirin and resveratrol have been used in the prevention and clinical treatment of colorectal cancer via the elimination of tetraploid cells [42, 43], which can be considered as polyploid cells in cancer initiation. In addition, IL33 was found to promote the regular diploid tumor cells into PGCCs by snail deregulation and p53 inactivation [44, 45]. The formation, migratory and invasive features of PGCCs have been shown to be are regulated by inhibition of acid ceramidase, cytoskeletal organization and vimentin network [46, 47].

Our studies support our previous description in which the acquisition of resistance is mediated through the giant cell life cycle [7]. This process is initiated via activation of an inflammatory cytokine storm that leads to the activation of a stemness program for survival. The pleiotropic roles of IL-6 make it the most important mediator in the TME, forming a niche to favor the survival of PGCCs in two ways: (1) by acting on the PGCCs themselves, helping them to acquire polyploidy and embryonic stemness; and (2) by acting on stromal fibroblasts to modify the TME in terms of collagen production, VEGF expression of fibroblasts, and enrichment of the GPR77 + /CD10 + population. These effects both favor the survival and maintain the stemness of PGCCs.

On the basis of the above data and others [39, 44, 48, 49], we propose a model for paclitaxel-mediated therapeutic effect and mechanism of resistance as illustrated by Fig. 7D. Following the acute insult of paclitaxel, which leads to mitotic crisis and massive cancer cell death, the remaining cancer cells undergo genomic shock and activate a genomically imprinted emergency mechanism for survival [50–52]. This shock also leads to the activation of inflammation dominated by IL-6 and associated inflammatory network to reprogram both cancer cells and the stroma cells and creates microenvironment to promote the growth of newly reprogrammed daughter cells for the resistance and disease relapse.

Our data may have significant clinical implication. Anti-IL-6 or anti-IL-6R antibodies have been used as single agents in clinical trials in platinum-resistant patients [24]; however, these trials resulted in only modest effects in small numbers of patients. Our data have shown that once the drug-resistant cells become the dominant tumor mass, the IL-6 level largely returns toward low level, although in drug-resistant tumors, the IL-6 level may be higher than before chemotherapy. In addition, a single agent is unlikely to be effective, as the level of IL-6 is highest immediately after the administration of paclitaxel. Thus, anti-IL-6-based therapy is likely to be most effect when used together with paclitaxel or a combination of paclitaxel and carboplatin at the beginning of chemotherapy rather than for patients who have already acquired resistance. In addition, it will be helpful to select patients with a high level of IL-6R expression, which is likely to generate a cytokine storm following chemotherapy.

In summary, IL-6 may represent a key initiation event for the formation of PGCCs and creation of favorable tumor microenvironment in response to paclitaxel-mediated chemotherapy. This new biologic mechanism calls for clinical trials based on the beginning stage of giant cell life cycle and attack this novel adaptive mechanism for resistance, which may have the potential to improve outcomes of patients with ovarian cancers.

## Supplementary information

Supplementary Figures

Supplementary Tables

# Supplementary material for: IL-6 promotes drug resistance through formation of polyploid giant cancer cells and stromal fibroblast reprogramming
**Source:** Oncogenesis. 2021 Sep 29;10(9):65. doi: 10.1038/s41389-021-00349-4
**Supplement:** Supplementary file 1 — Supplementary Figures

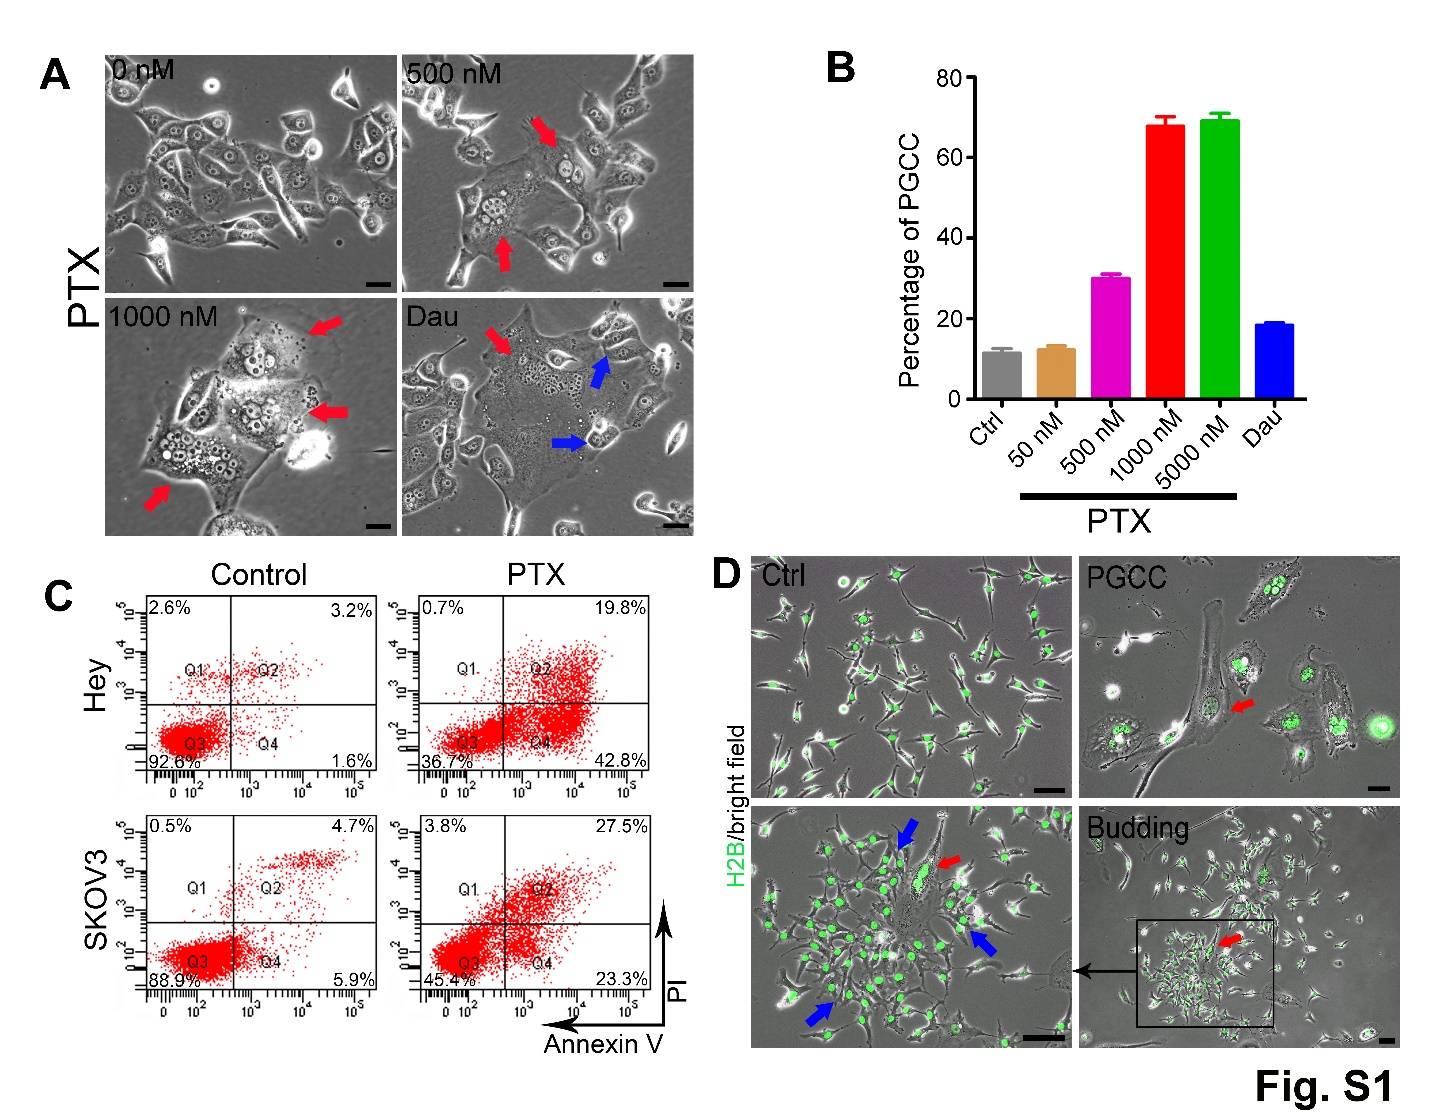

**Supplementary Figure 1. Morphology and viability of PGCCs at recovery day 7 after paclitaxel treatment.**

(A-B) The population of PGCCs gradually increased in MDACC-HGSC-1 cells in a dose-dependent manner. (A) PGCCs (red arrows) grew in clusters and upward. Small daughter cells (Dau, indicated with blue arrows) budded out and reverted to mitosis after recovering for two weeks (A, lower right panel). (B) After exposure to paclitaxel (PTX; 1000 nM), 75±3.7% of cancer cells became PGCCs (DNA content ≥ 4C, at recovery day 7).

(C) Viability analysis of PGCCs at recovery day 7 by Annexin V-PI assay via flow cytometry. Q3, viable subpopulation; Q2+Q4, apoptotic subpopulation.

(D) Representative photos of PGCCs labeled with H2B-GFP (the same single cell is indicated with red arrows) and PGCC-derived daughter cells (blue arrows) forming one single clone. The left lower panel is the magnification of the squared area.

Bars, 50 µm.

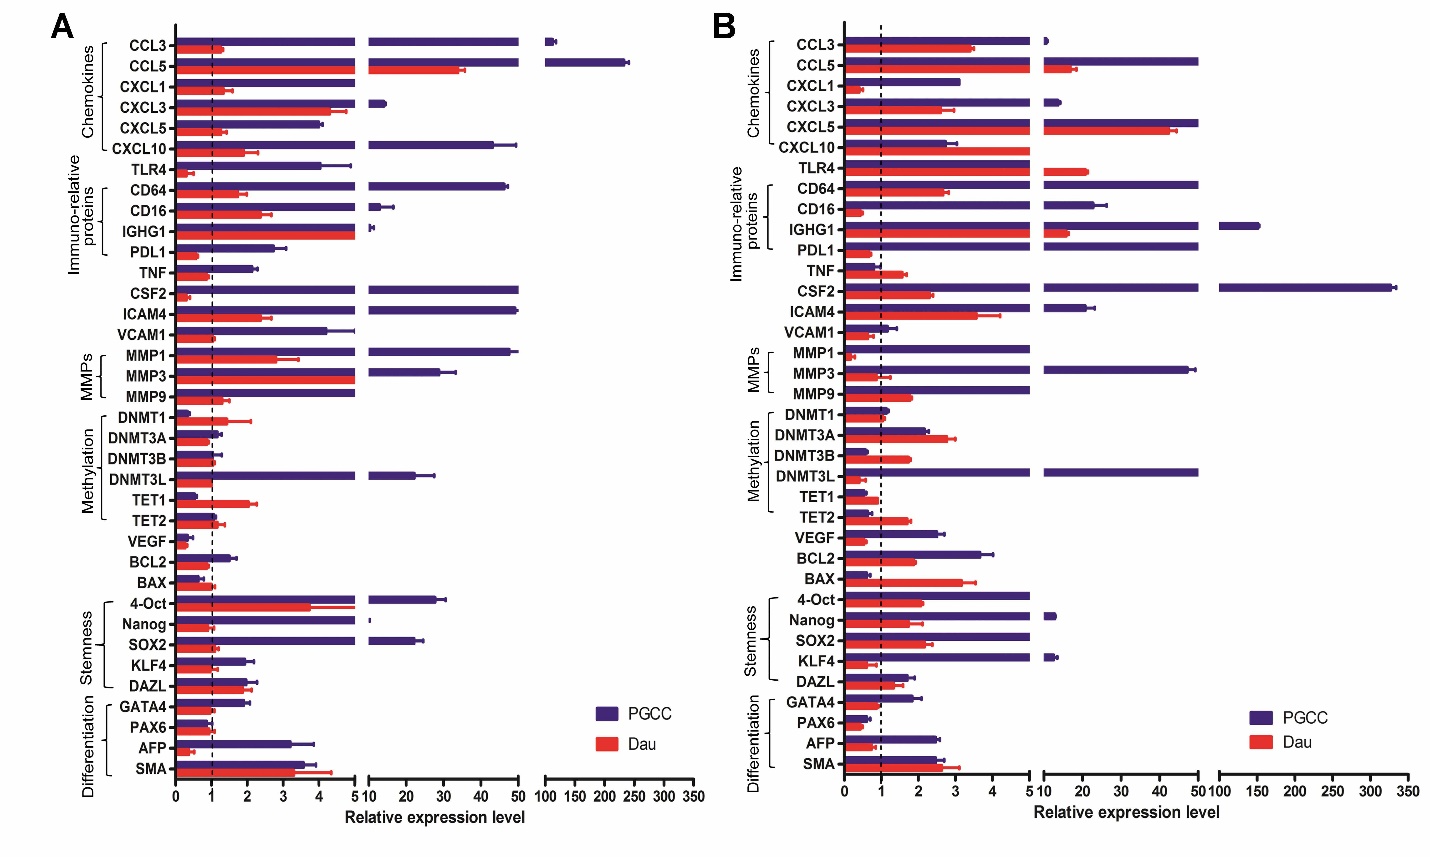

**Supplementary Figure 2. RT-PCR verification of mRNA expression**.

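Quantitative RT-PCR measures an mRNA by the number of amplification cycles it needs, and each bar of Fig. S2 gives a relative expression level in PGCCs or daughter cells, with a dashed line at 1. The line was read here as the level of the control cells, so that a bar above 1 is an increase and a bar below 1 a decrease. The primers of Table S1 include a pair for GAPDH, a gene commonly used as a reference. GAPDH mRNA was abundant in all 6 RNA-seq libraries. Its TPM was 5700 in parental cells, 4549 in PGCCs and 4897 in daughter cells of Hey, and 2381, 3639 and 1691 in SKOV3. For MME, which encodes CD10 and has primers in Table S1 but no bar, the TPM was 717 in parental cells and 507 in PGCCs of Hey, and 5.04 and 2.41 in SKOV3.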

Expression levels of representative proteins in Hey (A) and SKOv3 (B) cells involved in inflammation, matrix metalloproteinase, methylation, stemness, and differentiation were verified in clusters by qRT-PCR.

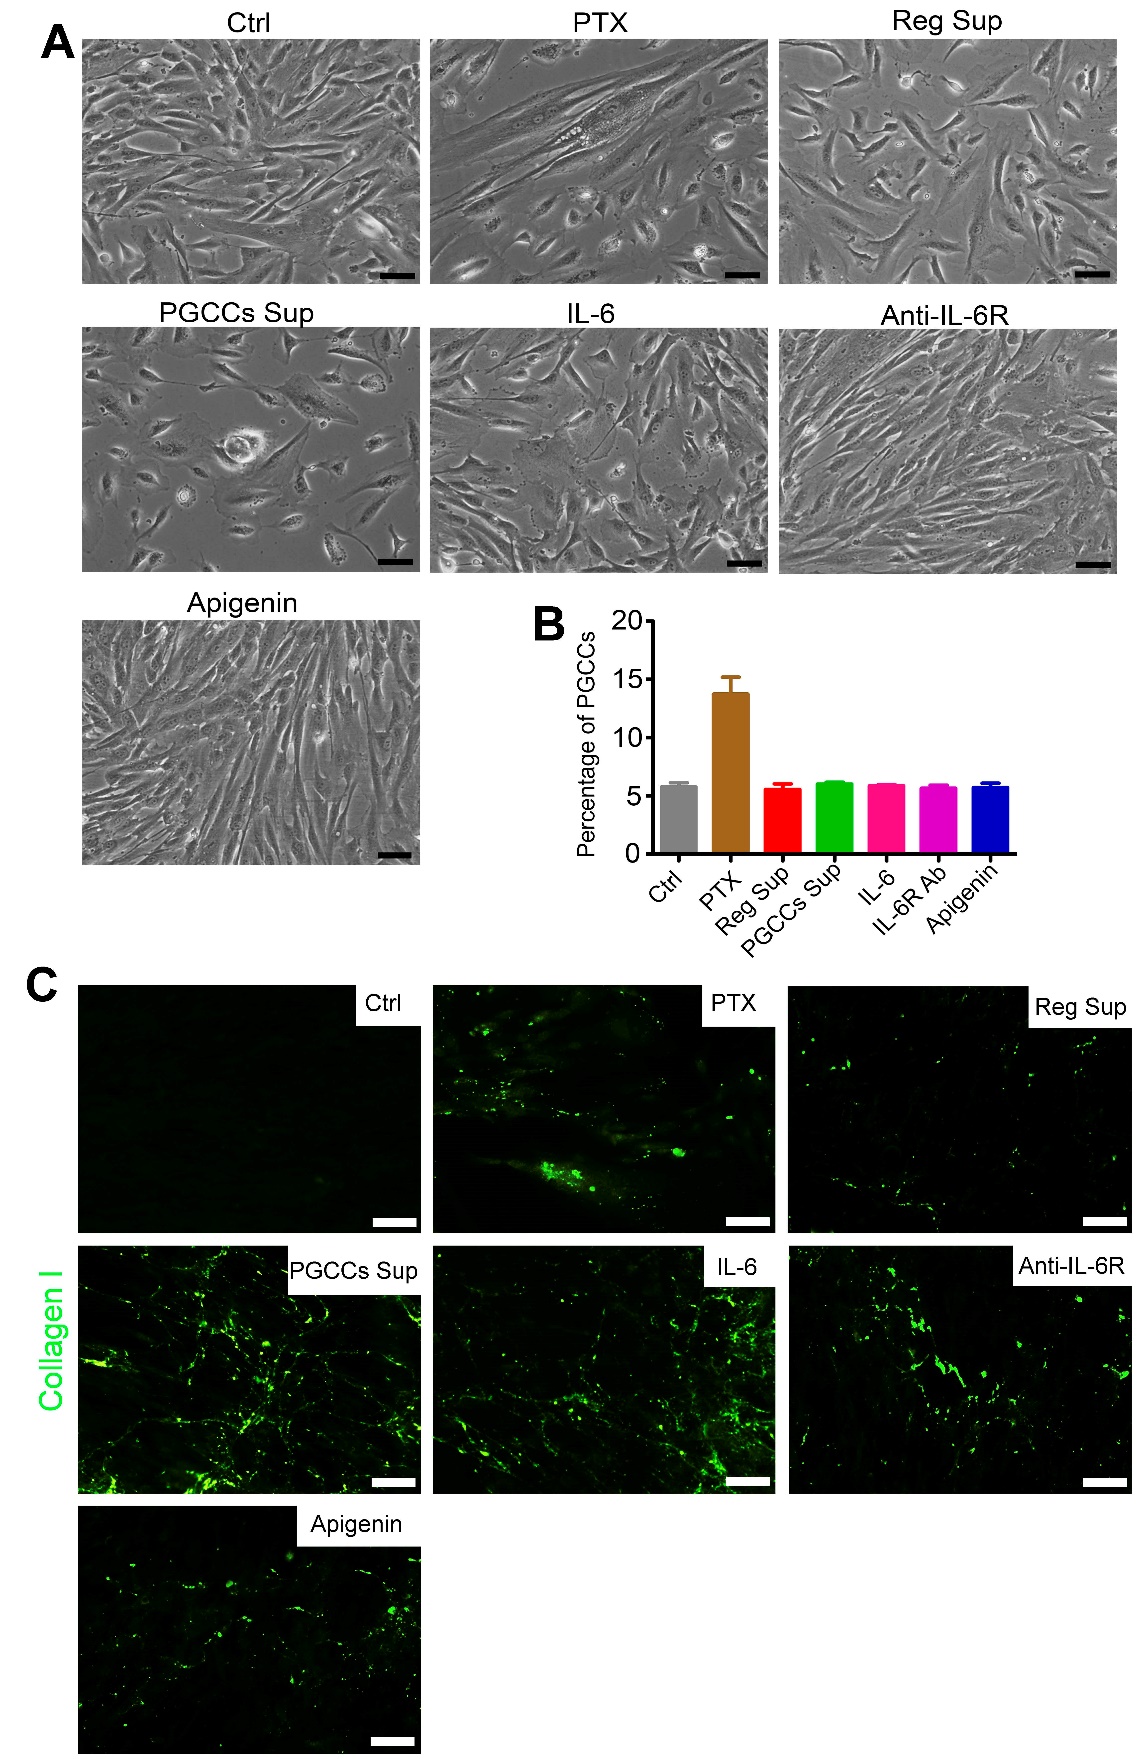

**Supplementary Figure 3. PGCCs and IL-6 facilitate transformation of fibroblasts and production and deposit of collagen I.**

(A, B) Fibroblasts enlarged in size and were rich in cytoplasm when co-cultured with PGCCs (PGCCs Sup) and treated with IL-6 protein alone. But compared with control (5.8±0.5%), there was no significant increase in the polyploidy percentage in these subgroups (PGCCs Sup, 6.2±0.2%; IL-6, 5.8±0.1%), except in the paclitaxel (PTX) group (13.7±1.5%) (B). Bars, 50 µm.

(C) Cross-linking and deposition of collagen I in each subgroup was more clearly apparent when only positive signals of collagen I were shown. PTX, cluster- or spot-like. PGCCs Sup and IL-6, web-like. Bars, 50 µm.

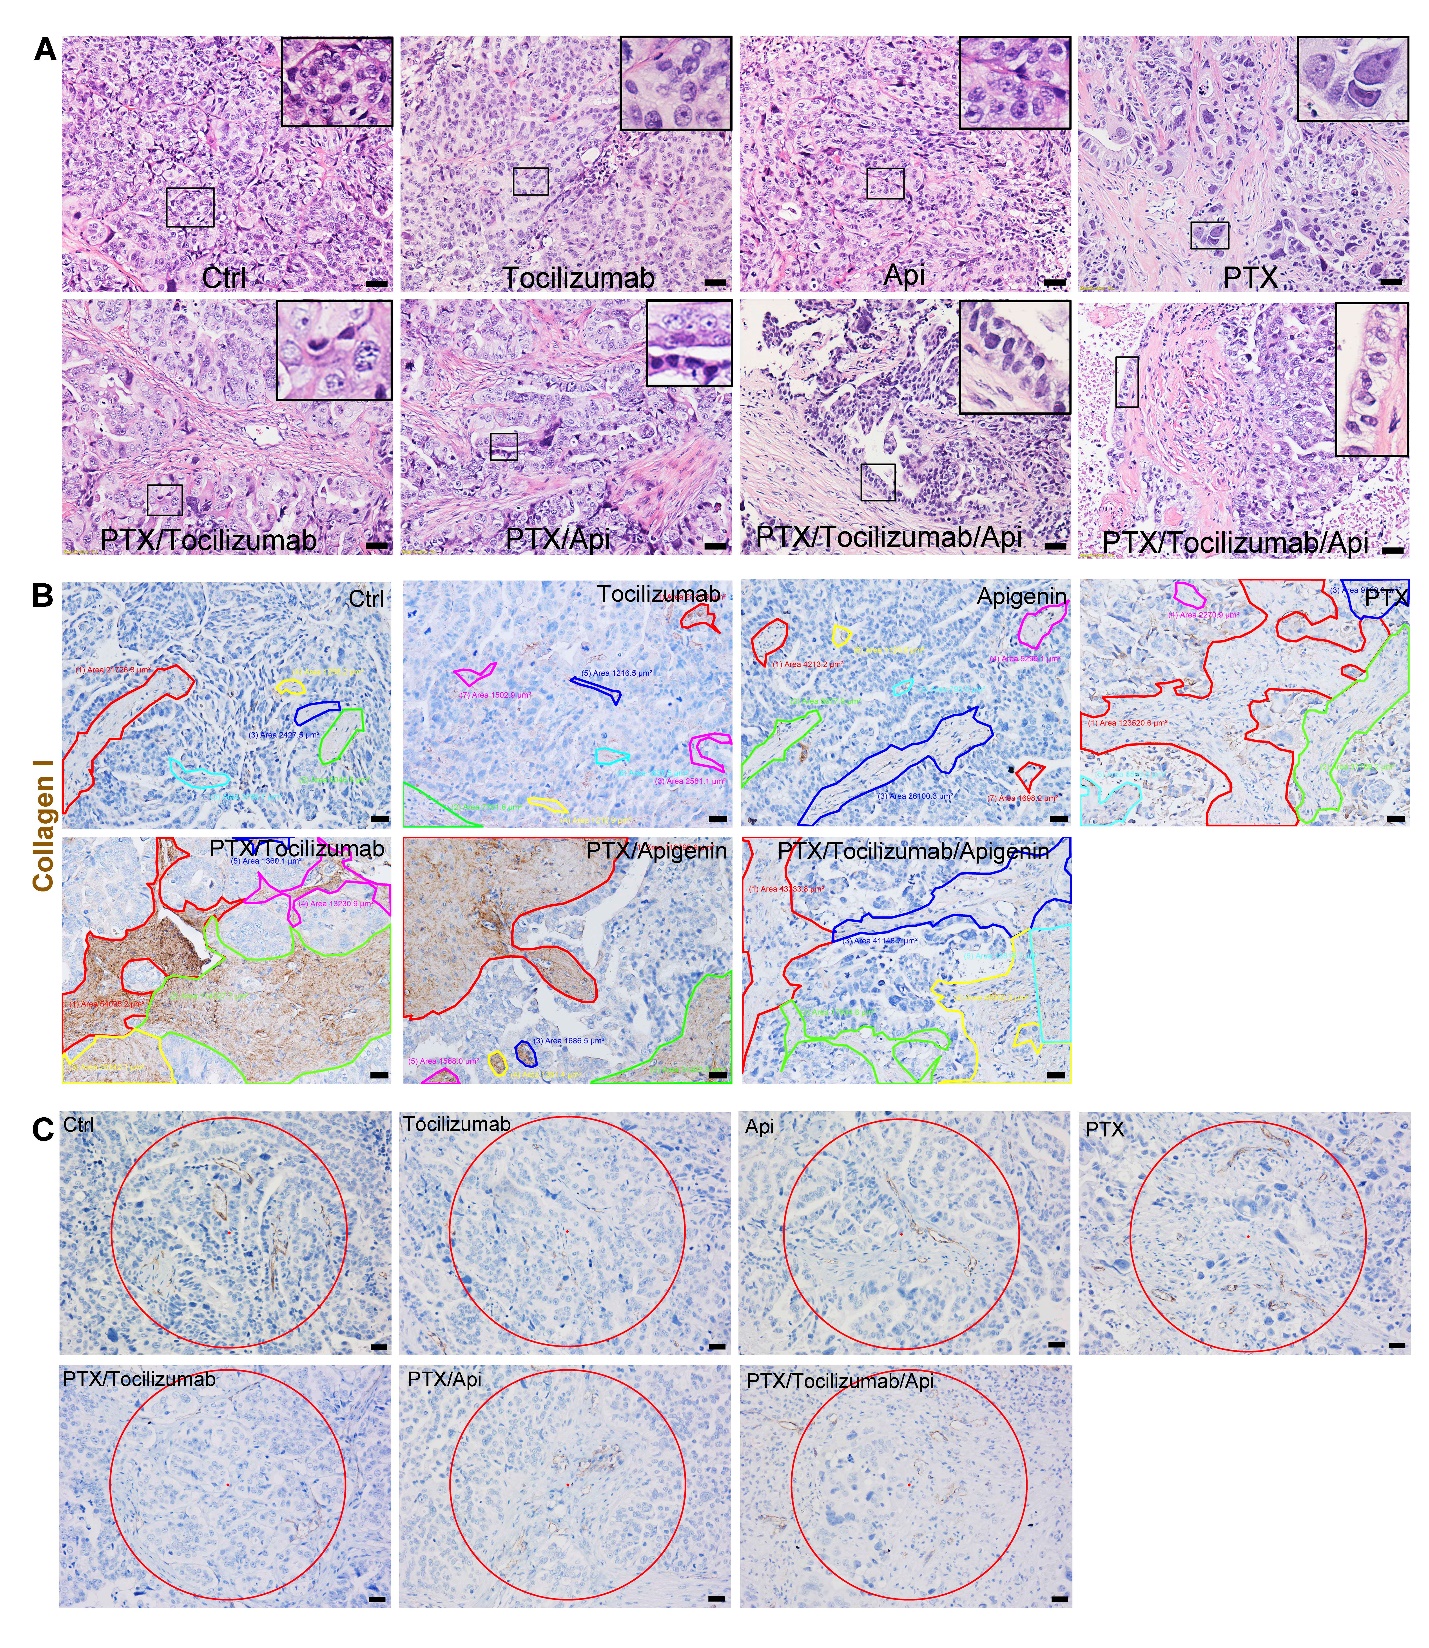

**Supplemental Fig. 4. Collagen deposit and microvessel enrichment in tumor stroma.**

1. Representative photos of histology in test groups, showing the morphology of cancer cells. The panel corners are magnifications of the squared areas.
2. Stroma area was bordered according to the positivity of collagen I. Bars, 50 µm.
3. Microvessel density was demonstrated with CD31 positivity and calculated within a 500-µm-diameter area. Bars, 50 µm.

# Supplementary material for: IL-6 promotes drug resistance through formation of polyploid giant cancer cells and stromal fibroblast reprogramming
**Source:** Oncogenesis. 2021 Sep 29;10(9):65. doi: 10.1038/s41389-021-00349-4
**Supplement:** Supplementary file 2 — Supplementary Tables

**Supplementary Table 1 Primer Sequence for RT-qPCR Verification**

| **Gene Name** | **Sense** | **Antisense** |
| --- | --- | --- |
| AFP | AGCTTGGTGGTGGATGAAAC | TCTGCAATGACAGCCTCAAG |
| BAX | GAGAGGTCTTTTTCCGAGTG | GG TGAGGAGGCTTGAGGAGT |
| BCL-2 | GCTACCTAAGAAAAACCTGG | CAAGAAACAAGGTCAAAGGG |
| CCL3 | TTCAGAAGGACACGGGCAGCAGACA | GGAATCTGCCGGGAGGTGTAGCT |
| CCL5 | TACATTGCCCGCCCACTGCC | GGGTTGGCACACACTTGGCG |
| CD10 | ACAATGATCGCACTCTATGCAACC | AGGCTCAGTGGTGGCATCCATG |
| CD16 | CACCATCACTCAAGGTTTGG | AGTCCTGTGTCCACTGCAAA |
| CD64 | GCAGGAACACATCCTCTGAA | GTAACTGGAGGCCAAGCACT |
| CSF2 | TGCAGCATCTCTGCACCCGC | AGGCAGGTCGGCTCCTGGAG |
| CXCL1 | AGCCTGCAACATGCCAGCCA | TGTGCACATACATTCCCCTGCCT |
| CXCL10 | TGCAAGCCAATTTTGTCCACGTGT | GCAGCCTCTGTGTGGTCCATCC |
| CXCL3 | AATGTAAGGTCCCCCGGACCCC | ACCACCCTGCAGGAAGTGTCAA |
| CXCL5 | AATCTCCGCTCCTCCACCCAGT | GCTCTCTCAACACAGCAGCGGC |
| DAZL | GCCACGTCCTTTGGTTTTTA | TGGTTGTGGGCTGCATATAA |
| DNMT1 | GGAGAGGCTAAGCGTTCAAG | AAATGAGATGTGATGGTGGTTTG |
| DNMT3A | AAGAGCACAGCGGAGAAG | GCAGATGTCCTCAATGTTCC |
| DNMT3B | CCATGAAGGTTGGCGACAA | TGGCATCAATCATCACTGGATT |
| DNMT3L | GGGACAACTGAAGCATGTGGT | AAGATCGAAGGGTCCCCACT |
| GAPDH | CCCCTCTGCTGATGCCCCCA | TGACCTTGGCCAGGGGTGCT |
| GATA4 | CCTGCGGCCTCTACATGA | AAGGAGCTGCTGGTGTCTTA |
| ICAM4 | AATACACTTTGCGCTGCCACGTG | GGCTCCAAGCGAGCATCAGTGT |
| IGHG1 | GACTGGCTGAATGGCAAGGAG | GGCGATGTCGCTGGGATAGAA |
| IL-1β | AGGCACAAGGCACAACAGGCT | AACAACTGACGCGGCCTGCC |
| IL-6 | CATTCTGCCCTCGAGCCCACC | GGCAGCAGGCAACACCAGGA |
| MMP1 | GTGTCTCACAGCTTCCCAGCGAC | GCACTCCACATCTGGGCTGCTTC |
| MMP3 | TGAGGACACCAGCATGAACC | ACTTCGGGATGCCAGGAAAG |
| MMP9 | GCAAGGGCGTCGTGGTTCC | GGTCGTCGGTGTCGTAGTTGG |
| PAX6 | TGTCCAACGGATGTGTGAGT | TTTCCCAAGCAAAGATGGAC |
| PDL1 | GCCGAAGTCATCTGGACAAG | TCTCAGTGTGCTGGTCACAT |
| SMA | ACTGGGACGACATGGAAAAGA | GGCAACACGAAGCTCATTGTAG |
| TET1 | GGGCACCCTACCGACAGAAGATGC | CTTCTGGGGCTTGGGCTTCTACC |
| TET2 | GGATGTCCTATTGCTAAGTGG | GAATCACAATCACTGCAGCCTC |
| TLR4 | CCCTGCGTGGAGGTGGTTCCTA | CTCCCAGGGCTAAACTCTGGATGGG |
| TNF-α | CCCTCTGGCCCAGGCAGTCA | ATGGGTGGAGGGGCAGCCTT |
| VCAM1 | AGGTGACGAATGAGGGGACCACA | CCAGCCTCCAGAGGGCCACT |
| VEGF | TATTTGACTGCTGTGGACTTGA | GCTGGGTTTGTCGGTGTT |

**Supplementary Table 2 Antibody Details**

| **Antibody** | **RESOURCE** | **Cat no** | **Company** | **Application** |
| --- | --- | --- | --- | --- |
| a-SMA | Mouse | a5228 | SIGMA | WB (43KD, 1:400), IHC (1:200), IF |
| ATM | Rabbit | 2873 | Cell signaling | WB (1:1000) |
| B-actin | Mouse | A-1978 | Sigma | WB (43 kD, 1:5000), |
| CD10 | Rabbit | ab73409 | Abcam | IHC/IF (1:200), Flow (1:500) |
| CD31 | Rabbit | ab28364 | Abcam | IHC (1:200) |
| Chk2 | Mouse | 3440 | Cell signaling | WB (62 kD; 1:1000) |
| Collagen I | Rabbit | ab34710 | Abcam | WB (120 kD, 1:1000), IHC (1:500) |
| Fibronectin | Rabbit | NB110-56989 | Novus | WB (250 kD, 1:1000-10000) |
| GPR77 | Mouse | 342402 | BioLegend | IHC/IF (1:100), Flow (1:250) |
| IL-6 | Rabbit | ab233706 | Abcam | WB (23 kD, 1:1000) |
| IL-6Rα | Mouse | SC-373708 | Santa cruz | WB (80 kD, 1:1000) |
| LOX | Rabbit | ab31238 | Abcam | WB (32 kD; 1:1000) |
| MDR1 | Rabbit | 13978 | Cell signaling | WB (130-180 kD, 1:1000), IHC (1:200) |
| Nanog | Mouse | 4893 | Cell signaling | WB (42 kD, 1:1000), IHC (1:2000) |
| OCT4 | Rabbit | 2750 | Cell signaling | WB (45 kD, 1:1000), IHC (1:200) |
| p44/42-Erk1/2 | Rabbit | 4695 | Cell signaling | WB (42,44 kD; 1:1000), IHC (1:200) |
| P-ATM | Rabbit | 13050 | Cell signaling | WB (1:1000) |
| p-Chk2 | Rabbit | 2197 | Cell signaling | WB (62 kD; 1:1000) |
| P-p44/42-Erk1/2 | Rabbit | 9101 | Cell signaling | WB (42,44 kD; 1:1000) |
| p-stat3 | Rabbit | 9131s | Cell signaling | WB (86 kD, 1:1000) |
| SOX2 | Mouse | mab2018 | R&D | WB (45 kD, 1:500), IHC (1:50) |
| SOX4 | Rabbit | ab86809 | Abcam | WB (52 kD, 1:500-1000), |
| SSEA1 | Mouse | 4744 | Cell signaling | IHC (1:200) |
| stat3 | Rabbit | sc-483 | Santa cruz | WB (86 kD, 1:1000) |
| Vimentin | Mouse | ab8069 | Abcam | WB (57 kD, 1:1000), IHC (1:100) |

How the deposited data were processed for this re-analysis (not part of the article)

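RNA sequencing of 6 libraries was analysed: parental cells, PGCCs and daughter cells of the established human ovarian cancer cell lines Hey and SKOV3, with 1 library per condition. The authors quantified the reads on the human transcriptome (hg38) with salmon v0.14.1 and deposited TPM values (transcripts per 1000000) as 1 value per gene symbol and library. The step that combined transcripts into gene symbols, the annotation release and salmon's bias options are not stated. The columns sum to less than 1000000, so part of the quantified transcripts lies outside the table. The TPM values were used as the authors deposited them. They carry no read counts, so no depth per gene and no counting error can be given, and tests made for counts were not used.

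Changes were computed within each cell line as differences of log2(TPM + 1). A gene was called changed at a difference of at least 1, a 2-fold change, and shared when it was called in the same direction in both lines. No p-value was computed for 1 library against 1 library. The overlap chance gives is the product of the numbers called in the 2 lines divided by the number of genes with a mean TPM of at least 1. As a second approach, limma 3.58.1 in R 4.3.3 was run on log2(TPM + 1) of the genes with a mean TPM of at least 1. The fit used state and cell line as terms, eBayes with an intensity trend, and Benjamini-Hochberg adjustment. With 6 libraries it has 2 residual degrees of freedom, and the spread it uses is the disagreement between the lines. Correlations between the lines are Pearson and Spearman correlations across genes. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

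Gene lists were compared with random lists. The median change of a list was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, and was called past the threshold above the 97.5th or below the 2.5th percentile. For the large sets of genes raised or lowered in PGCCs of 1 line, 1000 random lists were used. The S-phase (43 genes) and G2/M (54 genes) lists come from Seurat 5.3.0. The lists of NF-κB targets (41 genes) and interferon-stimulated genes (40 genes) were written by hand, and 129 cytokine and chemokine genes were found by their symbols. Another list set in advance is not reported here. IL6 was ranked by its change among the cytokine and chemokine genes with a TPM of at least 1 in parental cells or PGCCs of the line. The RT-qPCR bars of Fig. S2 were read by eye, and genes with a bar of at least 2 or at most 0.5 and a TPM above 0 were compared in direction with the RNA-seq change, with a Wilson interval for the share.

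The genes named in the text follow a rule: every gene that the paper names in its text, Fig. 1E, Fig. 2, Fig. S2 or Table S1, every gene of the lists, and for PGCCs against parental or daughter cells the 5 genes with the largest and the 5 with the smallest shared change. Fibroblast marker genes and the genes around ABCB1 were added after seeing the data. Gene positions, GC content and transcript length are those of GENCODE release 44 on GRCh38, joined by gene symbol, and 13637 of the 14988 genes with a mean TPM of at least 1 had them.

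The main settings, the named-gene rule and most alternatives were fixed before the data were examined. These alternatives were a pseudocount of 0.1, filters at a mean TPM of 1 and of 5, division by the median ratio to the geometric mean library, quantile normalization, mitochondrial genes left out, thresholds of 1.5-fold and 3-fold, and the limma test in place of the threshold. The limma test was also run without the cell line term, with the pseudocount of 0.1, with all genes that have a TPM above 0, with the median ratios and without the trend. Lists were also compared without matching, IL6 was also ranked by its TPM in PGCCs, and RT-qPCR bars outside 0.9 to 1.1 were also counted. Chosen after seeing the data were a filter on genes with a known GC content and the removal of a GC and length trend. The trend was fitted to each difference by lowess with a fraction of 0.3, in 2 passes over GC content and log transcript length, and subtracted. A count was treated as kept within 1.5 times its main value, a correlation when it moved by less than 0.1, the IL6 rank within 1.5 times, the RT-qPCR share inside the 95% Wilson interval of the main share, and a list median or gene when it kept its sign and its side of the threshold.

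The steps were tested on simulated data made from the deposited table. Of 200 genes changed 4-fold in both lines, 195 were called and 0 unchanged genes were. The limma test gave all 200 an adjusted p under 0.05, with 13 unchanged genes among the 14053 tested. In this simulation every library of a line was its parental library with small random noise, and both lines had the same change. The lines thus agreed by construction, unlike in the data. These numbers therefore test the code and give no error rate for the calls or the limma test on the real libraries. Of 200 unchanged lists 5% passed the percentile threshold, and of lists shifted by 0.5, 100% did. An added GC trend with a Spearman correlation of 0.876 was brought to -0.0022.

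The gene sets of the paper's enrichment analysis (Fig. 1D) were not used here, and the hierarchical clustering of Fig. 1B was not repeated, since 6 single libraries give it no error. The protein, imaging and animal measurements of the paper were not analysed here.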

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

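The tests of copy gain as the whole cause of the ABCB1 rise, and of a response of its neighbours in PGCCs, were chosen only after the result was seen.

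MMP1 moved in opposite directions in PGCCs of the 2 lines compared with parental cells. It rose by 5.36 in Hey, from a TPM of 1.41 to 98.1, and changed by -1.59 in SKOV3, from 344 to 114. With 1 library per condition this difference between the lines was not tested. With the GC and length trend removed the changes were 5.27 and -1.27, so the trend does not account for the opposite signs. Leaving out mitochondrial genes brought the median change of all genes to 0.12 in Hey and 0 in SKOV3, and median-ratio scaling to 0.049 and 0. These shifts are far smaller than the MMP1 changes, so these scalings do not account for the signs either. No further technical explanation was tested for this gene. The parental cells of the lines differ in MMP1, and a difference between the lines in how they respond stays open, as untested.

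In total 195 genes changed at least 2-fold in opposite directions in PGCCs of the 2 lines, 85 up in Hey and down in SKOV3 and 110 the other way. The difference between the lines was not tested gene by gene. Among the genes with a mean TPM of at least 1 there were 184, where 135 would be given by chance. With the GC and length trend removed there were 72, where 39.8 would be given by chance. The trend therefore accounts for part of the genes and not for the excess over chance. A difference between the cell lines and a difference between single libraries both stay open.

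The interferon-stimulated genes, outside those the paper discusses, had a median change of 0.43 in Hey PGCCs, at percentile 100 of random lists, with 9 of 40 genes upregulated at least 2-fold. In SKOV3 PGCCs the median was 0.12, at percentile 73.1. It was 0.18, at percentile 97.6, with the GC and length trend removed. Taken gene by gene, the change in Hey minus that in SKOV3 had a median of 0.19 over the list, at percentile 88.8. Whether an interferon response accompanies PGCC formation in both lines or in Hey alone cannot be told apart, because the SKOV3 value depends on the trend. In Hey the median stayed past the threshold under all alternatives that were run. A response to paclitaxel itself was not tested, since no paclitaxel-treated cells other than PGCCs and their daughter cells were sequenced.

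Daughter cells were compared with parental cells, a comparison the paper does not report for these lists. In SKOV3 the median change was -0.42 for S-phase genes and -0.61 for G2/M genes, both at percentile 0 of random lists. In Hey it was 0.26 for G2/M genes, at percentile 99.7, and 0.13 for S-phase genes, at percentile 75.6. The NF-κB target genes rose by a median of 0.87 in SKOV3, at percentile 100, and the interferon-stimulated genes by 0.61, at percentile 99.9, while in Hey the medians were -0.043 and -0.049. The median change of all genes between these SKOV3 libraries was 0.15, and 0.24 with mitochondrial genes left out. With mitochondrial genes left out the SKOV3 medians were -0.33, -0.52, 0.97 and 0.70, and with the GC and length trend removed they were -0.52, -0.68, 0.98 and 0.58. In Hey the G2/M median was 0.34 and 0.19 under these settings. The scaling and the trend are therefore not the cause of the 4 SKOV3 signs or of the Hey G2/M sign. The Hey interferon median of -0.049 was at percentile 2.38, past the lower threshold, but it was 0 with mitochondrial genes left out, so its sign rests on the scaling. Growth rate at harvest, a lasting change after PGCC formation and a difference between single libraries stay open, and no biological explanation was tested. The differences between the lines in daughter cells were not tested.

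ABCB1, which the paper does not discuss in daughter cells, rose by 5.21 in Hey and 7.44 in SKOV3 daughter cells compared with parental cells. The parental TPM was 0.195 and 0.329. The GC and length trend is not the cause, since the smaller change was 5.19 with the trend removed. Its 9 expressed neighbours within 1 Mb, between 86876906 and 88226993 on chromosome 7, rose as well, by a median of 1.84 in Hey (0.94 to 2.40) and 1.14 in SKOV3 (0.62 to 2.00). Among 11640 windows of 10 neighbouring genes, 0 windows in Hey and 9 in SKOV3 had a higher median than the highest window with ABCB1 (1.97 and 1.93). A copy gain of the region may contribute, for which the smaller median of 1.14 fits. An equal gain across the region is argued against as the whole cause of the ABCB1 rise, since ABCB1 exceeded its most raised neighbour by at least 2.81. This excess cannot exclude a gain that is larger at ABCB1 itself. A response of the whole region that is already present in PGCCs is argued against, since 1 of the 9 neighbours rose at least 1.5-fold there in each line, against 9 of 9 in daughter cells. Single genes went both ways in PGCCs, with 4 of 9 above 0 in Hey and 2 of 9 in SKOV3. ABCB1 itself changed by 1.12 in Hey PGCCs (0.90 after quantile normalization) and by -0.19 in SKOV3 PGCCs (0.15 with the trend removed), so a response of single genes in PGCCs stays open. DNA was not measured, so copy gain is a hypothesis, and a regulatory change that covers the region stays open. The labels call each daughter library clone 1, and the growth of 1 clone was not tested as an explanation.

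CCL2, outside the genes the paper discusses for the RNA sequencing, was listed at 0 in parental cells and PGCCs of SKOV3 and had a TPM of 591 in SKOV3 daughter cells. In Hey it was listed at 0 in parental and daughter cells and had a TPM of 0.157 in PGCCs. CCL2 is itself a member of the NF-κB list. Fibroblasts in the culture would bring their abundant transcripts, but the median TPM of 13 fibroblast markers was 0.079 and 11 of the 13 were under 1% of CCL2. The exceptions were SPARC (865), which rose in daughter cells of both lines by 1.58 and 5.38, and COL1A1 (16.3). SKOV3 parental cells express 5 of the 13 markers at a TPM of at least 1. Hey cells in the library are excluded by the 6 genes abundant in Hey alone, whose median TPM was 0. Another cell line in place of SKOV3 is argued against by 77.8% (7 of 9) of the genes abundant in SKOV3 alone, which had a TPM of at least 5. A change in gene regulation in the daughter cells, or in the clone sampled, stays open and was not tested.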

How the results depend on the processing

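The filter on genes with a known GC content and the removal of the GC and length trend were chosen only after seeing the data, and the other alternatives were not.

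Of 18 list medians, 13 kept their direction and their side of the threshold under every alternative run for them, and 143 of the 162 alternative values did. The Pearson correlations between the lines moved by less than 0.1 in 24 of 24 alternatives, from -0.057 to 0.054. The Spearman correlation between PGCCs and daughter cells was -0.062, and it was -0.126 and -0.108 at a mean TPM of at least 5 and 1 and -0.105 with a known GC content. The 2-fold rise of IL6 was kept in both lines in 16 of 16. Its rank in Hey was 6 or 7 throughout, and in SKOV3 it was 1 except for 10 when ranked by TPM, which measures abundance and not change. The RT-qPCR share stayed within its interval in 17 of 18, the exception being 100% in Hey with mitochondrial genes left out.

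Of 44 alternative values for the 4 counts of shared genes, 22 were within 1.5 times the main count. The genes upregulated against parental cells (143) numbered 1158 with the pseudocount of 0.1, 68 at a mean TPM of at least 5, 92 with a known GC content, 61 with the trend removed, 594 at 1.5-fold, 25 at 3-fold and 1 by limma. The downregulated genes (127) numbered 283 with the pseudocount, 45 with the trend removed, 482 at 1.5-fold, 19 at 3-fold and 2 by limma. Against daughter cells, the higher genes (173) numbered 956 with the pseudocount, 106 at a mean TPM of at least 5, 561 at 1.5-fold, 48 at 3-fold and 0 by limma. The lower genes (189) numbered 598 with the pseudocount, 95 with the trend removed, 769 at 1.5-fold, 32 at 3-fold and 0 by limma. Filters test fewer genes and thresholds move the limit by construction, and for the other alternatives the cause was not tested. All 8 counts per line and direction also moved by more than 1.5 times under at least 1 alternative, 38 values in total.

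The limma test of PGCCs against parental cells (1 gene up and 2 down) kept these counts with median-ratio scaling and without the eBayes trend. It gave 0 up and 0 down without the cell line term (33 and 63 genes at an unadjusted p under 0.05), with the pseudocount of 0.1 (212 and 246) and with all genes that have a TPM above 0 (563 and 306). Against daughter cells it gave 0 in every fit that was run. The cause was not tested.

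For PGCCs against parental cells, removing the trend in SKOV3 moved the NF-κB list to 0.23 and the interferon-stimulated genes to 0.18, both now past the threshold. The cytokine list in Hey had a median of 0 after quantile normalization, and its 0.028 was no longer past the threshold without matching. For daughter against parental cells of Hey, the NF-κB list (-0.043) passed the threshold at -0.095 with the pseudocount, at -0.19 with a mean TPM of at least 1 or 5 or a known GC content, at -0.16 after quantile normalization, at -0.0072 with mitochondrial genes left out and at -0.28 with the trend removed. The interferon-stimulated genes (-0.049) were no longer past it at -0.077 with the pseudocount, -0.071 with a mean TPM of at least 1 or a known GC content, -0.079 at 5, -0.16 after quantile normalization, 0 with mitochondrial genes left out, -0.14 with the trend removed and -0.049 without matching. The cause was not tested.

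Of 100 changes of single genes, 32 differed in sign or in their side of the 2-fold threshold under at least 1 alternative: 7 values were weaker, 13 stronger and 31 reversed. The trend removal reversed CXCL2 (0.018), CXCL8 (0.73), TNF (-0.12), DUSP1 (-0.39), FSTL3 (-0.012), DNMT1 (-0.54), CDKN1A (-0.15), TFPI2 (0.053), TLR4 (0.25), BAX (-0.11) and ABCB1 (0.15) in SKOV3 and NFRKB (0.025) and DNMT3B (0.0998) in Hey. Quantile normalization reversed CXCL3 (-0.016) and CXCL8 (0.012) in SKOV3 and POU5F1 (-0.22), KLF4 (0.022), CCNT1 (0.036) and TET1 (-0.30) in Hey. Leaving out mitochondrial genes reversed DUSP1 (-0.017) in SKOV3 and FSTL3 (0.00497), KLF4 (0.067), CCNT1 (0.097), NFRKB (0.054), NANOG (0.000895) and DNMT3B (0.11) in Hey. Median-ratio scaling reversed DUSP1 (-0.019) in SKOV3 and CCNT1 (0.00509) and DNMT3B (0.037) in Hey. These are PGCCs against parental cells. For daughter against parental cells of Hey, ABCC2 reversed at -0.072 after quantile normalization and -0.027 with the trend removed. The cause was not tested.

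The deposited values carry no read counts, which limits the calls at low TPM: a pseudocount weighs most, by construction, on genes with a low TPM, and their error cannot be given.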

Differences from the paper's values

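The removal of the GC and length trend, named below for single genes, was chosen after seeing the values.

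For genes upregulated in PGCCs of both lines compared with parental cells, the paper gives 419 and the deposited TPM values gave 143. Of the alternatives set before the data were examined, the 1.5-fold threshold gave 594, within 1.5 times the paper's count, and the others did not come within it. The same threshold gave 482 shared downregulated genes, where the paper gives 99, so it does not reconcile the counts. For genes higher in PGCCs than in daughter cells of both lines, the paper gives 671 and the values here gave 173. The pseudocount of 0.1 (956) and the 1.5-fold threshold (561) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. For shared genes lower in PGCCs than in daughter cells, these settings gave 598 and 769, where the paper gives 270. Neither setting therefore matches the paper in both directions.

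For single lines, Fig. 1C was read by eye. In SKOV3, genes upregulated compared with parental cells are about 1000 in Fig. 1C of the paper and 1700 here. Filters at a mean TPM of at least 1 (1490) and at least 5 (1025) and quantile normalization (1367) came within 1.5 times, and the other alternatives set before the data were examined did not. Downregulated genes are about 540 in Fig. 1C and 896 here, with 744 and 533 under the same 2 filters, and no other of these alternatives came within 1.5 times. Genes higher in PGCCs than in daughter cells of Hey are about 2400 in Fig. 1C and 1563 here. Median-ratio scaling (2034), quantile normalization (1640) and leaving out mitochondrial genes (1961) came within 1.5 times, and the others did not. Genes lower in PGCCs than in daughter cells of SKOV3 are about 1400 in Fig. 1C and 2835 here. The filter at a mean TPM of at least 5 (1302), quantile normalization (2043) and the 3-fold threshold (1136) came within 1.5 times, and the others did not.

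The paper ranks IL-6 first among the proinflammatory molecules raised in PGCCs, from Fig. 1E. Its ELISA of Hey protein at recovery day 3 also gives IL-6 the largest fold increase of the molecules measured. The rank here is of mRNA, among cytokine and chemokine genes found by their symbols, so it is not a test of the protein result. Of the molecules in that ELISA, CSF2 (5.35) and CXCL8 (4.54) changed more than IL6 (4.12) in Hey mRNA. IL6 ranked 6 in Hey by its change and 1 in SKOV3, and no setting that was run placed it first in Hey. The paper's clustering (Fig. 1B) places the PGCC libraries of both lines together. By its caption it shows the top genes induced by paclitaxel, and it was not repeated here. The changes of the 2 lines had a correlation of 0.00313 here, but across all genes of the table. This is another measure on another set of genes, so it does not contradict the clustering. The paper lists NF-κB pathways among the leading ones in PGCCs (Fig. 1D), and in SKOV3 the NF-κB list had a median of 0.12, inside the random lists; with the trend removed, chosen after seeing the values, it was 0.23 and past the threshold.

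Fig. 1E shows its genes as raised in PGCCs. Below 0 in Hey were FSTL3 (-0.13), RAB11B (-0.43), DUSP1 (-0.86), CCNT1 (-0.060) and NFRKB (-0.098). Leaving out mitochondrial genes gave FSTL3 0.00497, CCNT1 0.097 and NFRKB 0.054, median-ratio scaling and quantile normalization gave CCNT1 0.00509 and 0.036, and the trend removal, chosen after seeing the values, gave NFRKB 0.025. No setting that was run raised RAB11B or DUSP1 in Hey. Below 0 in SKOV3 were CXCL2 (-0.24), IL1B (-0.50), CCNT1 (-0.61) and TFPI2 (-0.61). The trend removal, chosen after seeing the values, gave CXCL2 0.018 and TFPI2 0.053, but it brought others below 0, among them FSTL3 (-0.012) and DUSP1 (-0.39), so that 12 of the 19 genes were above 0 in SKOV3 against 15 without it. No setting raised IL1B or CCNT1 in SKOV3.

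In Fig. S2 the following genes have a bar of at least 2 in PGCCs, while their RNA-seq change was below 0. In SKOV3 these were MMP1 (-1.59), BCL2 (-1.41), KLF4 (-0.91), CSF2 (-0.13), NANOG (-0.077) and TLR4 (-0.060), and of these the trend removal, chosen after seeing the values, raised TLR4 (0.25). In Hey they were KLF4 (-0.090) and NANOG (-0.00064). Quantile normalization gave KLF4 0.022, and leaving out mitochondrial genes gave KLF4 0.067 and NANOG 0.000895. Among the smaller bars outside 0.9 to 1.1, the direction also differed for BCL2 (-0.95), DNMT3A (-0.37) and GATA4 (-0.012) in Hey, which Fig. S2 shows above 1, and for TET1 (0.030) in Hey and TNF (0.22), DNMT3B (0.41), BAX (0.52) and PAX6 (0.30) in SKOV3, which it shows below 1. Quantile normalization gave TET1 -0.30, the trend removal, chosen after seeing the values, gave TNF -0.12 and BAX -0.11, and no setting that was run turned the other 5.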

Other observations

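The tests of a swap of the SKOV3 parental and PGCC libraries, of dilution by parental cells and of a GC response shared by the lines were chosen only after the result was seen.

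In SKOV3 PGCCs the changes follow the GC content of the transcript. Inside 3 gene families whose members tend to be expressed together, the Spearman correlation with GC content was 0.72 for 84 cytosolic ribosomal protein genes, 0.82 for 78 mitochondrial ribosomal protein genes and 0.62 for 450 zinc finger genes. This fits a GC bias between the 2 SKOV3 libraries, with the lowest value of 0.62. A response shared by PGCCs of both lines is excluded by the correlation of -0.052 in Hey. A bias in the library may therefore be part of the SKOV3 changes. A regulation in SKOV3 alone that follows GC content stays open, as untested.

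The changes of the 2 lines in PGCCs have a correlation near 0 across genes. Removing the GC and length trend brought their correlation to 0.054, so the bias is not the whole cause. A swap of the SKOV3 parental and PGCC libraries is argued against by the S-phase and G2/M genes, whose higher median in SKOV3 was -0.76, a fall as in Hey. These genes cannot address a swap of the SKOV3 PGCC and daughter libraries, which was not tested. Their medians fell in SKOV3 daughter cells too (-0.42 and -0.61 against parental cells). Dilution of the SKOV3 PGCC library by undivided parental cells would limit how far abundant genes can fall. Of 5827 genes with a TPM of at least 20 in SKOV3 parental cells, 141 fell at least 2-fold with the trend removed and 15 of these at least 4-fold. Without replicates the number that would fall as far by chance is unknown. With the trend removed, the 876 genes raised in Hey (median 1.37) had a median of 0.079 in SKOV3, at percentile 99.9 of random lists, and the 681 genes lowered in Hey (median -1.33) had a median of -0.24, at percentile 0. Both sets thus moved in the direction of Hey by small amounts, which dilution would give as well. Dilution and a different response of the SKOV3 cells therefore cannot be told apart. A difference between the cell lines stays open, as untested. So does the day of recovery, which the SKOV3 PGCC labels give in 2 ways.

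Compared with parental cells, the S-phase and G2/M genes fall in PGCCs of both lines. The trend is not the cause in SKOV3, where the S-phase median was -0.46 and the G2/M median -0.64 with the trend removed. Mitotic genes may be shut off more than DNA replication genes. The G2/M median minus the S-phase median was -0.29 in Hey (percentile 2.2 of random pairs of lists) and -0.10 in SKOV3 (percentile 36.7). With the trend removed the percentiles were 2.13 and 2.5, so whether the difference extends to SKOV3 cannot be told apart from the trend. Compared with daughter cells, the S-phase and G2/M medians were -1.90 and -2.04 in Hey PGCCs, both at percentile 0. In SKOV3 PGCCs they were -0.16 and -0.21, at percentiles 30.8 and 6.91, inside the random lists. With the trend removed these SKOV3 medians were 0.075 and 0.086.

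The PGCC programme might persist in daughter cells. Of the 125 genes raised at least 2-fold in PGCCs of both lines, 35 were raised at least 2-fold in daughter cells of Hey and 56 in those of SKOV3, where random lists gave a mean of 9.92 and 23.6. With the trend removed, 18 and 25 of 61 genes were raised, where random lists gave 4.23 and 10.7. Each of these 4 numbers was at percentile 100. PGCCs and daughter cells were set against the same parental library, and a low value in that library raises both changes. Persistence and the shared parental library therefore cannot be told apart. This test was chosen after a first form of it had been run, in which genes raised in PGCCs of 1 line were examined in daughter cells of the other. There the percentiles of the medians were 0 and 0, and 4.6 and 43.95 with the trend removed, none of them high. This decides nothing, since most of those genes were not raised in PGCCs of the other line.

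Large chromosome segments may have been gained or lost in daughter cells. In 108 windows of 100 neighbouring genes, with the trend removed, 30 windows in Hey and 18 in SKOV3 daughter cells had a median beyond shuffled gene orders, compared with 0 and 3 in PGCCs. Without removal of the trend these counts were 31 and 16 in daughter cells and 0 and 44 in PGCCs. The count of 18 fits the hypothesis, DNA was not measured, and regulation by neighbourhood stays open.

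Between daughter and parental cells, the changes of the lines had a Pearson correlation of 0.0064.

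Among the genes of the cytokines that the paper measured by ELISA, the changes in PGCCs against parental cells were 0.63 for TNF and 2.74 for CXCL1 in Hey and 0.22 and 0.15 in SKOV3, where CXCL8 (-0.090) and CSF2 (-0.13) fell. TNF was -0.12 and CXCL8 0.73 in SKOV3 with the GC and length trend removed, and CXCL8 was 0.012 after quantile normalization. Of the stemness genes, POU5F1 changed by 0.081 in Hey (-0.22 after quantile normalization) and by 1.24 in SKOV3. KLF4 changed by -0.090 in Hey (0.022 after quantile normalization, 0.067 with mitochondrial genes left out) and by -0.91 in SKOV3 (-1.38 with the trend removed). NANOG, SOX2 and DAZL had a TPM under 0.2 in all 6 libraries. Of the senescence genes, CDKN1A changed by 1.70 in Hey and 0.44 in SKOV3 (-0.15 with the trend removed), LMNB1 by -2.95 and -0.43, HMGB1 by -1.40 and -0.69, and HMGB2 by -1.83 and -0.86. CDKN2A had a TPM of at most 0.043 in the 6 libraries, and CDKN2B was listed at 0 in all of them. STAT3 changed by 0.75 in Hey and 0.81 in SKOV3. TUBB3 changed by 1.73 and 1.02, with 0.24 in SKOV3 once the trend was removed. In daughter cells against parental cells, ABCC2 changed by 0.028 in Hey and 4.09 in SKOV3, and TUBB2B by -0.21 and 3.04. In Hey, ABCC2 was -0.072 after quantile normalization and -0.027 with the trend removed. These differences between the lines were not tested.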
